# Anti-inflammatory nutrition with high protein attenuates cardiac and skeletal muscle alterations in a pulmonary arterial hypertension model

**DOI:** 10.1038/s41598-019-46331-4

**Published:** 2019-07-15

**Authors:** Paulien Vinke, T. Scott Bowen, Mark. V. Boekschoten, Renger F. Witkamp, Volker Adams, Klaske van Norren

**Keywords:** Cardiac hypertrophy, Cardiac regeneration, Cardiovascular diseases

## Abstract

Pulmonary arterial hypertension (PAH) is characterized by remodelling of the pulmonary arteries and right ventricle (RV), which leads to functional decline of cardiac and skeletal muscle. This study investigated the effects of a multi-targeted nutritional intervention with extra protein, leucine, fish oil and oligosaccharides on cardiac and skeletal muscle in PAH. PAH was induced in female C57BL/6 mice by weekly injections of monocrotaline (MCT) for 8 weeks. Control diet (sham and MCT group) and isocaloric nutritional intervention (MCT + NI) were administered. Compared to sham, MCT mice increased heart weight by 7%, RV thickness by 13% and fibrosis by 60% (all p < 0.05) and these were attenuated in MCT + NI mice. Microarray and qRT-PCR analysis of RV confirmed effects on fibrotic pathways. Skeletal muscle fiber atrophy was induced (P < 0.05) by 22% in MCT compared to sham mice, but prevented in MCT + NI group. Our findings show that a multi-targeted nutritional intervention attenuated detrimental alterations to both cardiac and skeletal muscle in a mouse model of PAH, which provides directions for future therapeutic strategies targeting functional decline of both tissues.

## Introduction

Pulmonary hypertension (PH) is a syndrome that can result from different pathological changes in the pulmonary vasculature. PH is a progressive disease that is incurable and eventually lethal. An idiopathic or heritable form of PH, called pulmonary arterial hypertension (PAH), is the most severe form that is most commonly suffered by females. The prevalence of PAH in Europe is estimated as 15–100 per million persons, with 1- and 3-year survival rates of 87% and 67%, respectively^1,2^. The pathophysiology underlying PAH involves endothelial dysfunction of the pulmonary vasculature, metabolic abnormalities in vascular cells, hypertrophy and proliferation of smooth muscle cells, and uncontrolled growth of neointimal, medial, and adventitial layers that leads to thickening and occlusion of the small- and medium-sized pulmonary arteries^3^. Right ventricular (RV) remodeling is a major characteristic of PAH and considered to be a key mechanism driving disease progression, in which RV dysfunction is closely associated with the main symptom of exercise intolerance^1^. Other pathophysiological processes that contribute to exercise intolerance in PAH also include skeletal muscle impairments and poor nutritional status^4^.

Inflammation in particular is one key mechanism contributing to the pathological RV remodelling in PAH, which directly contributes to the development of fibrosis^5,6^. It has been consistently shown that the presence of chronic low-grade inflammation (CLGI) (*e*.*g*., elevated circulating levels of TNFα and IL-6) is linked to the development of cardiovascular disease^7^ and to changes in body composition that reduce exercise tolerance^7–9^. The use of fish oil-derived omega-3 poly-unsaturated fatty acids (PUFAs), in particular eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA) seems a promising option for the treatment of GLGI, because of their mild anti-inflammatory properties^10^. Nutritional intervention with high protein, leucine, fish oil and oligosaccharides has also been shown to have beneficial effects on skeletal muscle atrophy in a mouse model of cancer^11^. This provides evidence of a potential multi-organ treatment for PAH, where both cardiac and skeletal muscle impairments can be targeted in combination. Interestingly, the three known pathways involved in the development of PAH currently targeted by drugs^1^ include the endothelin, nitric oxide and prostacyclin pathways^12^. However while these drugs reduce pulmonary vascular resistance and improve survival, they do not always improve symptoms or address extra-cardiac maladaptations^4^. Thus while patients are living longer, their quality of life is still severely impaired due to symptoms of fatigue and exercise intolerance. A wealth of evidence in other disorders show that nutritional interventions can correct nutritional deficiencies, improve muscle function and exercise tolerance^11,13,14^. Nutritional strategies that target both cardiac and skeletal muscle remodelling in PAH (i.e., to provide a more whole-body approach) remain poorly developed, but can be of great clinical importance.

Given the adverse effects associated with PAH on multiple-organs, and the underlying role of chronic inflammation in this process, the present study aimed to test whether an anti-inflammatory nutritional intervention high in protein, fish oil and oligosaccharides could attenuate both cardiac and skeletal muscle remodelling in PAH. We induced PAH by injection of monocrotaline (MCT) for 8 weeks (a validated animal model for PAH^15,16^) in female mice to account for the current sex-dependent incidence rate of PAH in humans.

## Results

### Weight development

Consistent with previous data^16^, MCT injections over an 8 week period resulted in a significantly reduced body weight increase over time when compared to sham animals. The increase in body weight was 7.4 ± 1.5% for sham mice, whereas MCT mice only increased weight by 2.3 ± 3.2% and MCT mice receiving nutritional intervention (MCT + NI) increased weight by 2.1 ± 4.9%: (Fig. 1A). The change in body weight was not due to a lower food intake in the MCT group compared to the sham group, as cumulative food intake of the mice was identical at the end of the intervention (see Supplementary Fig. S1).

**Figure 1:**
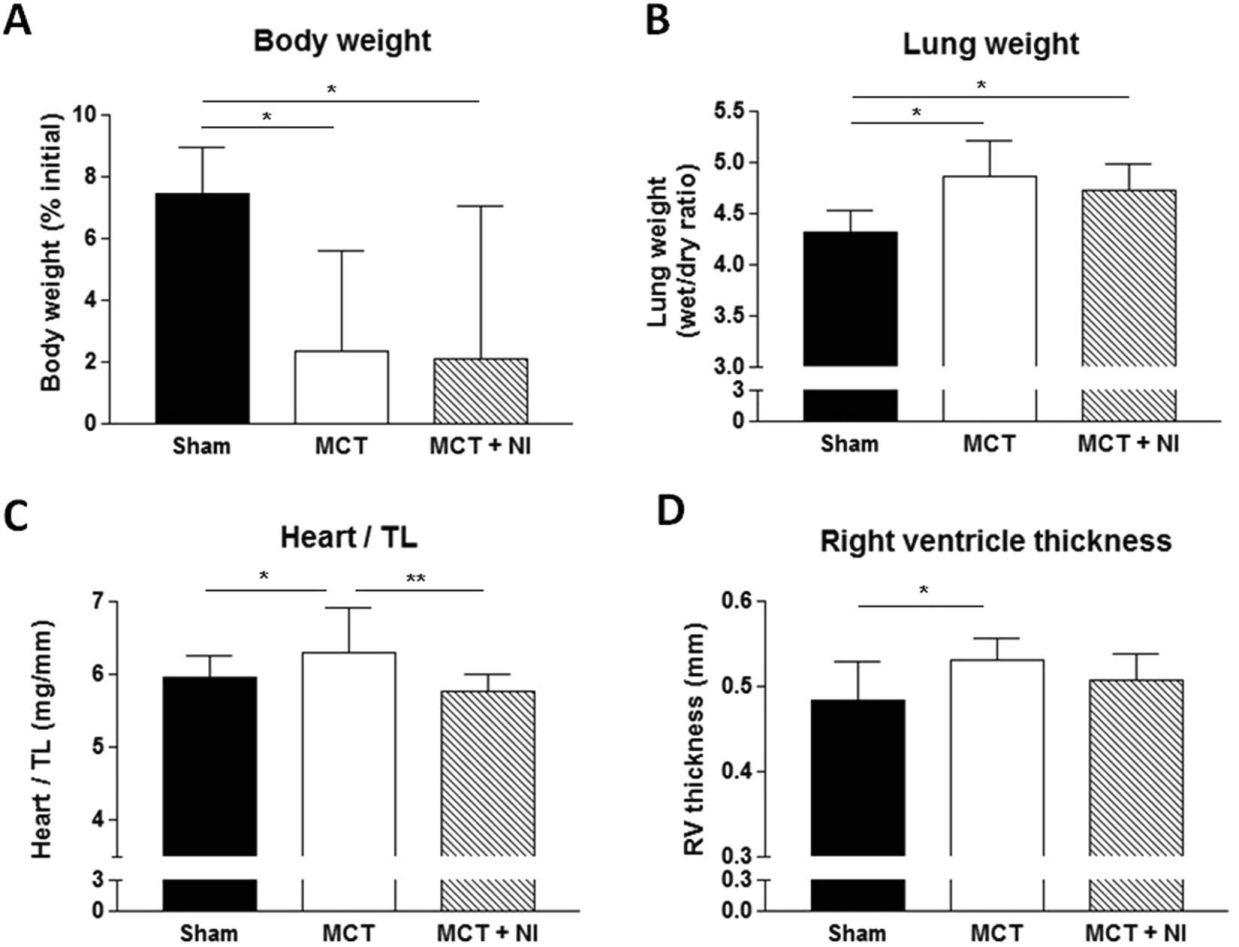
Total body weight development, lung weight and cardiac hypertrophy after 8 weeks of MCT injection. (**A**) Compared to sham mice, relative body weight was impaired (p < 0.05) in MCT and MCT + NI by 5%. (**B**) Both MCT groups showed an increase in lung weight (p < 0.05) compared to shams. (**C**) An increase in heart weight of MCT mice compared to shams was also seen, however these alterations were attenuated in MCT + NI mice. (**D**) Right ventricle thickness was increased only in MCT mice. (*p < 0.05, **p < 0.01) Scatterplots of the depicted data can be found in Supplementary Fig. S4.

### Development of pulmonary congestion and cardiac remodeling

Compared to sham mice, MCT mice showed an increase in pulmonary congestion (Fig. 1B), heart weight corrected for tibia length (6.30 ± 0.62 mg/mm vs 5.95 ± 0.29 mg/mm) (Fig. 1C) and right ventricular thickness (0.53 ± 0.03 mm vs 0.48 ± 0.05 mm) (Fig. 1D) (all p < 0.05). These are signs of the development of pulmonary hypertension and subsequent RV hypertrophy in the MCT group. In the MCT + NI group, heart weight was not different from sham mice and reduced compared to MCT mice (p < 0.01) (Fig. 1C). Pulmonary congestion was increased in the MCT + NI group compared to sham mice (p < 0.05) and not different from the MCT group (Fig. 1B). RV thickness in the MCT + NI group was attenuated compared to the MCT group, such that no difference was detected compared to sham mice (Fig. 1D). There were no significant changes in the thickness of the left ventricle and the septum.

### Anti-fibrotic effect of the nutritional intervention on the right ventricle

Histological analysis showed a 1.6 fold change increase in fibrosis of the RV in the MCT group compared to sham (p < 0.05), that was normalized in the group receiving nutritional intervention (p < 0.05) (fold change of 1.02 versus sham) (Fig. 2A,B). Comparison of genes from the microarray analysis showed 245 genes that were differentially regulated (p < 0.05) when comparing MCT vs Sham and MCT + NI vs MCT group (Figs 3A and S2), with several of these genes involved in fibrosis. 

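Right ventricular RNA of 9 female mice was measured on Affymetrix mouse gene 1.1 ST arrays, with 1 array per mouse. There were 3 sham mice (numbers 620, 624 and 625), 3 MCT mice (640, 641 and 644) and 3 MCT + NI mice (615, 617 and 619), which the methods describe as matched for disease severity. MCT, a plant alkaloid whose metabolites damage the pulmonary vessels, was injected weekly at 600 mg/kg for 8 weeks, and sham mice received saline. The NI diet supplied extra protein, leucine, fish oil and oligosaccharides. According to the methods the diets began 1 week before the injections, and according to the labels of the arrays 2 weeks before. The methods name trizol for the RNA isolation and the WT plus kit for the labelling of 100 ng of RNA, whereas the labels name the RNeasy Micro kit and the Whole-Transcript Sense Target Assay. The authors computed the deposited values by robust multi-array analysis (RMA), which corrects the background, makes the distributions of the arrays alike and gives 1 log2 intensity per probe set and array. The medians of the 9 arrays lay between 4.77 and 4.80. The deposited table has 35556 rows in the manufacturer's probe set numbering, while the methods describe probe sets redefined by Entrez gene. Of these rows 21218 were annotated to 1 gene, and the brightest probe set was used for each of the 1386 genes that had several, which left 18820 genes. Linear models in limma, with 1 mean per group and a spread shared by all 9 mice, compared the groups, and adjusted p-values were computed by Benjamini-Hochberg over these genes. With 3 arrays per group, the number of arrays limits the precision. The mice of 1 group differed in transcripts of the atrium. Myl7, the regulatory light chain of atrial myosin, had a log2 value of 11.40 in MCT mouse 644 and of 3.07 and 3.66 in MCT mice 640 and 641, against 10.55 to 11.77 in the sham mice. In the MCT + NI mice it was 9.79 (mouse 615), 5.21 (617) and 3.92 (619).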

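Genes with a difference in both comparisons at an unadjusted threshold included members of the matrix and of mitochondrial energy metabolism. Of 133 measured genes of fibrosis and extracellular matrix, 6 differed in both comparisons at an unadjusted p under 0.05, each higher in MCT than in sham mice and lower in MCT + NI than in MCT mice. They were Adamts1, a protease that cleaves proteoglycans, Vcan, a large proteoglycan, Col14a1, a collagen that associates with other collagen fibres, and Tgfb1i1, Flna and Tln1, proteins of focal adhesions. Of 110 genes of energy metabolism and mitochondria 17 differed in both, each lower in MCT than in sham and higher in MCT + NI than in MCT mice, among them Pdhb of pyruvate dehydrogenase (log2 fold change -0.18, standard error 0.038, adjusted p = 0.029 from limma, and 0.17 with NI, adjusted p = 1) and Ndufv2 of the respiratory chain (-0.15, and 0.15 with NI). At that threshold 3714 of the 18820 genes differed between MCT and sham mice and 545 between MCT + NI and MCT mice, where 941 would pass by chance. The comparisons shared 212 genes, of which 84 were higher and then lower, 98 were lower and then higher, and 30 kept their direction. Independent lists of these sizes would share 108 genes, 53.4 of them in opposite directions. After adjustment, 1179 genes differed between MCT and sham mice (876 higher and 303 lower), and 0 between MCT + NI and MCT mice in limma, where the smallest adjusted p was 1. The groups did not overlap in 6.08% of the genes in the comparison of MCT + NI with MCT mice, where chance gives 10% without tied values. As 12042 of the 18820 genes had 1 value in at least 2 mice, the 10% is not an exact reference. Of 100 simulated data sets in which no group differs, 45 had at least 545 genes at an unadjusted p under 0.05 between MCT + NI and MCT mice (median 378). All 1179 genes had the same direction in MCT + NI as in MCT mice relative to sham, and 716 of them (60.7%) lay closer to sham with NI. Such genes were also read in simulated data in which MCT + NI mice have the means of MCT mice. There they had the same direction in 99.7% and lay closer to sham in 62% on average (24.7% to 88.9%). After adjustment these data sets called 2500 genes on average (582 to 7190) between MCT and sham mice. The number of 1179 was 676 or 767 without MCT mouse 640 or 641, and 496 with a score of atrial transcripts as a covariate, an alternative added after the results were seen. Because the 3 MCT arrays enter both comparisons, opposite directions also arise with no effect: over 100 simulated data sets in which no group differs, 266 genes on average (median 56) passed in both with opposite directions.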

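At an unadjusted p under 0.01 in limma, 25 genes differed both between MCT and sham mice and between MCT + NI and MCT mice. Of these 21 had opposite directions in the comparisons, 10 being higher and 11 lower in MCT mice, and 4 had the same direction in both comparisons. Mas1, the receptor of a vasodilatory angiotensin peptide, fell by 0.59 on the log2 scale in MCT mice (standard error 0.083, adjusted p = 0.00372) and lay 0.28 higher in MCT + NI than in MCT mice. Mpst, a mitochondrial enzyme that releases hydrogen sulfide, fell by 0.26 (adjusted p = 0.0335), with a difference of -0.03 between MCT + NI and sham mice. Bhlhe40, a transcriptional repressor regulated by the circadian clock, rose 1.31-fold (adjusted p = 0.047) and was 1.02-fold its sham level with NI. Sox18, a transcription factor of the endothelium, kept its direction: it rose 1.60-fold in MCT mice (adjusted p = 8.24e-05) and was 1.86-fold its sham level in MCT + NI mice (adjusted p = 2.18e-05). Lin7a, a scaffold protein of cell junctions, did so too, at 1.39-fold and 1.69-fold (adjusted p = 0.0098 and 0.000938). In each of these 5 genes the mice of the MCT and MCT + NI groups did not overlap, and the adjusted p of that comparison was 1. At this threshold 1851 genes differed between MCT and sham mice. Between MCT + NI and MCT mice 71 differed, where 188 would pass by chance. Independent lists of these sizes would share 6.98 genes, but these lists are not independent, because the same MCT arrays enter both comparisons. The simulated data were not read at this threshold, so how many of the 25 genes the sharing alone would give is not known. Without sham mouse 620 the number in both was 16, and without MCT mouse 640, 641 or 644 it was 43, 53 or 47.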

Using a cut-off of p < 0.01, 32 significantly differentially expressed genes were detected (Fig. 3B). Two of these genes are involved in fibrotic pathways (TGFb1I1 and ADAMTS-1).

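Tgfb1i1 (also Hic-5), a focal adhesion protein that is induced by TGF-beta, and Adamts1, a secreted metalloprotease that cleaves versican and aggrecan, were both higher in MCT mice and closer to sham with NI. The log2 value of Tgfb1i1 was 7.46 ± 0.11 (SD, n = 3) in sham, 8.05 ± 0.099 in MCT and 7.80 ± 0.057 in MCT + NI mice. It rose 1.50-fold with MCT (log2 fold change 0.58, standard error 0.071, adjusted p = 0.00165 from limma). Adamts1 was at 6.71 ± 0.077 in sham, 7.21 ± 0.10 in MCT and 6.94 ± 0.021 in MCT + NI mice, and rose 1.41-fold with MCT (log2 fold change 0.50, standard error 0.064, adjusted p = 0.00215). In both genes each MCT + NI mouse lay below each MCT mouse and above each sham mouse. The differences between MCT + NI and MCT mice were -0.25 for Tgfb1i1 and -0.27 for Adamts1, each with an adjusted p of 1. Relative to sham mice, MCT + NI mice were 1.26-fold higher in Tgfb1i1 (adjusted p = 0.0258) and 1.17-fold higher in Adamts1 (adjusted p = 0.0748).

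**Figure D1:**
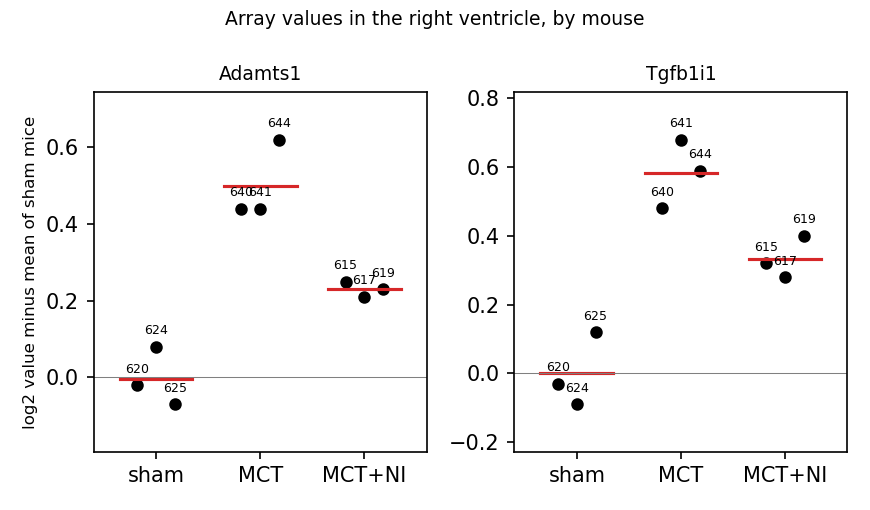
Log2 values of Adamts1 and Tgfb1i1 minus the mean of the sham mice, in sham, MCT and MCT + NI mice, with 1 dot per mouse (mouse number beside it) and a red line at each group mean. The MCT + NI mice lie between 0.21 and 0.25 for Adamts1 and between 0.28 and 0.40 for Tgfb1i1, below each MCT mouse.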

**Figure 2:**
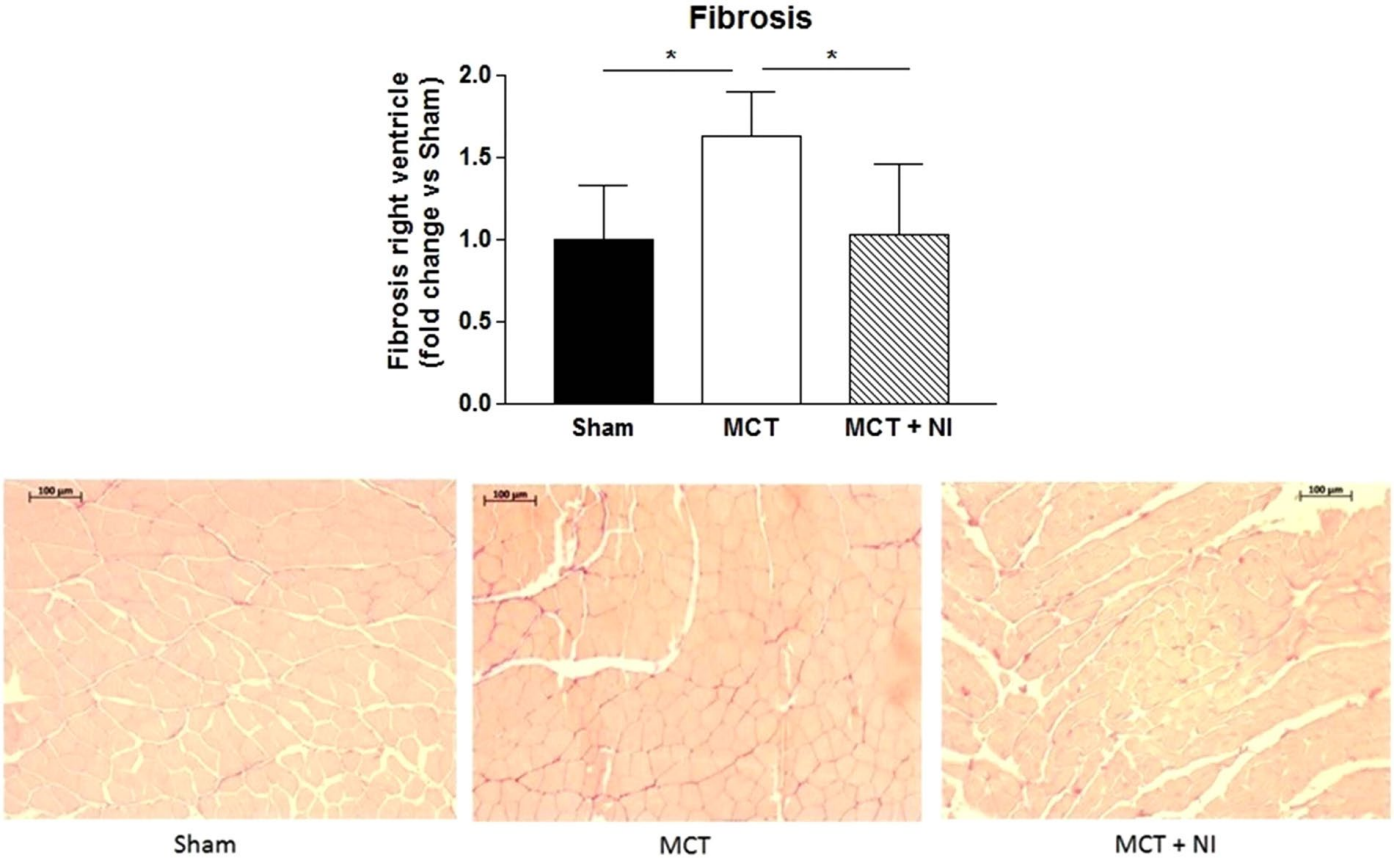
Nutritional intervention prevents increased right ventricular fibrosis after MCT injection. Right ventricular fibrosis was increased in MCT mice (p < 0.05) compared to shams and attenuated in MCT + NI mice. (*p < 0.05) A scatterplot of the depicted data can be found in Supplementary Fig. S4.

**Figure 3:**
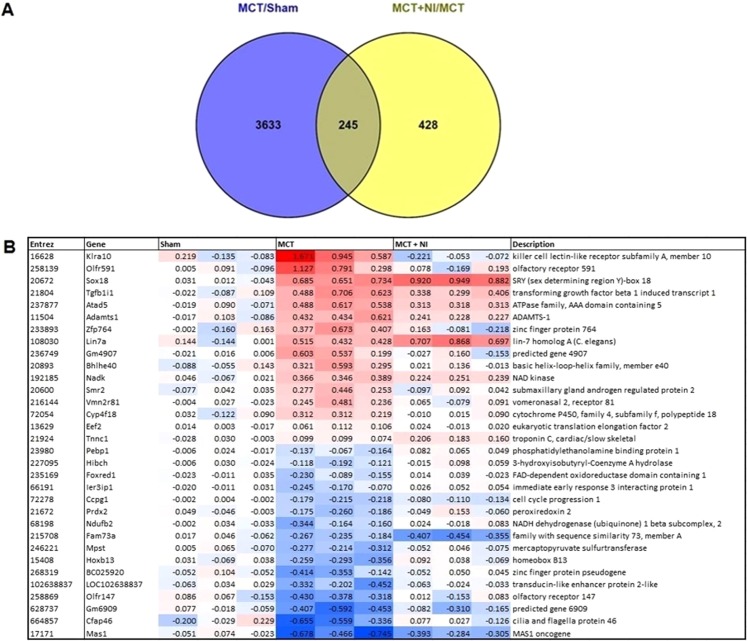
Differential expression of genes in the right ventricle after MCT injection. (**A**) A total of 245 genes were differentially expressed in MCT compared to Sham and MCT + NI compared to MCT, using a cutoff of p < 0.05. (**B**) (A) Heatmap showing 32 genes that are differentially expressed in MCT compared to sham and in MCT + NI compared to MCT, using a cutoff of p < 0.01.

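Of the 32 genes of Fig. 3B, 28 were measured by a probe set of that gene alone. In MCT mice 15 of them were higher and 13 lower than in sham mice, and in 24 the difference between MCT + NI and MCT mice had the opposite sign. Atad5, which unloads the sliding clamp from replicated DNA, rose 1.47-fold with MCT (adjusted p = 0.00202 from limma) and was 1.25-fold its sham level with NI (adjusted p = 0.0304). Nadk, the cytosolic NAD kinase, was at 1.25-fold (adjusted p = 0.00303) and 1.16-fold (adjusted p = 0.0235). Cyp4f18, a hydroxylase of leukotrienes, rose by 0.32 on the log2 scale (adjusted p = 0.0356), with a difference of 0.03 between MCT + NI and sham mice. Tnnc1, the cardiac troponin C, was among the 4 genes with the same sign in both comparisons, with 0.05 in MCT against sham and 0.09 in MCT + NI against MCT mice (adjusted p = 0.365 and 1). Prdx2, a peroxidase of hydrogen peroxide, was at -0.04 and 0.00064, and its less bright probe set at -0.16 and 0.15. In limma 15 of the 28 genes passed an unadjusted p under 0.01 in both comparisons and 22 passed 0.05, while 12 passed an adjusted p under 0.05 between MCT and sham mice. These genes were chosen by the study on the same arrays, so their directions are not independent evidence.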

Gene Set Enrichment Analysis (GSEA) of the RV of a representative subset of three mice showed overrepresentation of fibrotic pathways upon MCT injection (MCT vs. Sham) (no FDR q-value cut-off was used; the complete datasets were added as supplementary data). 

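Transcripts of the extracellular matrix rose as a group in the right ventricle of MCT mice. Of the 133 genes of fibrosis and extracellular matrix, 53 were higher and 1 was lower than in sham mice at an adjusted p under 0.05 in limma (67 higher and 4 lower when adjusted over the list alone). Thbs1, a matricellular protein that activates latent TGF-beta, rose 9.22-fold (log2 fold change 3.20, standard error 0.11, adjusted p = 2.73e-06). Of 20 collagens 13 rose, with a list median of 0.74 on the log2 scale, among them the basement membrane chains Col4a1 (3.43-fold, adjusted p = 0.00021) and Col4a2 (3.06-fold). Of 32 matrix glycoproteins and proteoglycans 15 rose, among them Sparc, which binds collagen (2.72-fold, adjusted p = 9.44e-05), Fn1, the fibronectin gene (2.73-fold), and Hspg2, which encodes perlecan (1.81-fold). Of 26 matrix remodelling enzymes 9 rose, such as the collagen cross-linking enzyme Loxl2 (2.51-fold) and the gelatinase Mmp2 (2.28-fold), and 1 fell: Timp4, an inhibitor of metalloproteases, by 2.37 on the log2 scale (standard error 0.24, adjusted p = 0.00063). Among 27 genes of integrins and focal adhesion 14 rose, including the collagen receptor chain Itga2 (2.59-fold) and the laminin receptor chain Itga6 (1.99-fold). Of 28 genes of TGF-beta signalling 2 rose, and that list did not pass (normalized enrichment score 1.16, adjusted p = 0.326). Markers of other cells of the ventricle were higher too: of 22 markers of fibroblasts and myofibroblasts 5 rose (normalized enrichment score 1.97), of 20 markers of smooth muscle and pericytes 11 (2.33, list median 0.41), and of 21 markers of macrophages and monocytes 7 rose and 1 fell (1.78, list median 0.49, not passing without MCT mouse 644 at 1.55). Whether more of these cells or more transcript per cell lies behind the rise of the matrix genes was not tested. Preranked gene set enrichment analysis over 43 lists gave the fibrosis list a normalized enrichment score of 2.77 (adjusted p = 0.00717). With the correlation between genes taken from these arrays the call was lost (adjusted p = 0.116 with an estimated correlation), as were those of the collagens, the glycoproteins and the remodelling enzymes (0.116 each), the integrins (0.156) and the markers of fibroblasts (0.281), smooth muscle (0.116) and macrophages (0.281). With an estimated correlation 0 of the 43 lists passed in any comparison, so this loss does not set these lists apart from others. The rotation test fry, which asks whether the genes of a list move 1 way, gave the fibrosis list an adjusted p of 0.00168. The hormone transcript Nppa, most abundant in the atrium, was at a log2 value of 9.93, 10.43 and 12.96 in MCT mice 640, 641 and 644 and at 12.86 to 13.07 in sham mice.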

Upon nutritional intervention, fibrotic pathways were underrepresented in MCT + NI versus MCT (supplementary data). 

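With NI the matrix transcripts lay lower as a group than in MCT mice, by a small amount per gene. The MCT arrays also enter the comparison with sham mice, which can by itself give opposite shifts. The effect of this sharing on list scores was not simulated. The median log2 difference over the 133 fibrosis genes was -0.06 between MCT + NI and MCT mice. 8 of them were lower at an unadjusted p under 0.05, and 0 passed after adjustment in limma, over all genes or adjusted over the list alone. Flna, which cross-links actin beneath the membrane, was at -0.24 (standard error 0.094, adjusted p = 1) and Col6a2, a chain of the microfibrillar collagen around cells, at -0.23 (standard error 0.11). Thbs1 differed by -0.18 (standard error 0.11). Relative to the sham mean, the median of the list was 0.33 in MCT + NI mouse 615, 0.19 in 617 and 0.23 in 619, against 0.26 to 0.33 in the MCT mice. The normalized enrichment score of the list was -2.23 (adjusted p = 0.00751, and adjusted p = 0.436 with an estimated correlation, and 0.629 with fry). Collagens scored -1.98 (adjusted p = 0.503 with an estimated correlation), TGF-beta signalling -1.82 (0.436), integrins and focal adhesion -1.69 (0.593) and glycoproteins -1.52 (0.571), while the remodelling enzymes at -1.46 did not pass (adjusted p = 0.0911). Markers of fibroblasts and myofibroblasts, with a list median of -0.07, scored -1.66 and those of macrophages and monocytes -1.76 (adjusted p = 0.523 with an estimated correlation for each). The fibroblast markers did not pass without MCT mouse 644 (-0.839) or MCT + NI mouse 617 (-1.12) or 619 (-1.22), nor the macrophage markers without MCT mouse 640 (-1.05) or 644 (-0.996) or MCT + NI mouse 617 (-0.845). Without MCT + NI mouse 617 the fibrosis list no longer passed (-1.29, adjusted p = 0.0979), and the integrins were at 0.96 (and at -1.15 without MCT mouse 640). The collagens did not pass without mouse 617 (-0.83) or MCT mouse 641 (-1.50), nor TGF-beta signalling without MCT mouse 644 (-1.46) or MCT + NI mouse 619 (-1.33), nor the glycoproteins without sham mouse 620, any 1 MCT mouse or MCT + NI mouse 617 or 619 (-1.48 to -0.69). Dkk3, another transcript of the atrium, had a log2 value of 7.35, 5.07 and 5.05 in MCT + NI mice 615, 617 and 619.

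**Figure D2:**
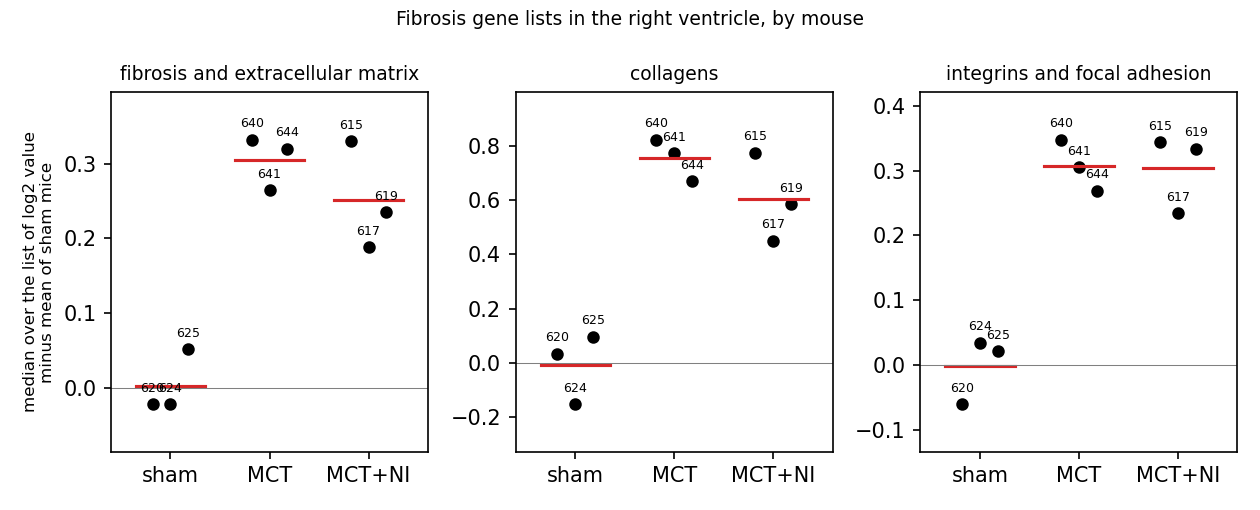
Median log2 value of the genes of 3 lists (fibrosis and extracellular matrix, collagens, integrins and focal adhesion) minus the mean of the sham mice, with 1 dot per mouse (mouse number beside it) and a red line at each group mean. For the collagens the MCT mice lie between 0.67 and 0.82 and the MCT + NI mice between 0.45 and 0.78, with mouse 615 among the MCT mice.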

GSEA of the RV also showed underrepresentation of pathways involved in energy metabolism and mitochondrial function in MCT versus Sham. 

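Genes of mitochondrial energy metabolism were lower as a group in MCT than in sham mice, with small differences per gene. Of the 110 measured genes, 10 fell at an adjusted p under 0.05 in limma (25 when adjusted over the list alone), and the median log2 difference was -0.09. Of 17 genes of the tricarboxylic acid cycle 4 fell (12 when adjusted over the list alone), among them Suclg1, a subunit of succinyl-CoA ligase (log2 fold change -0.21, standard error 0.049, adjusted p = 0.0398), and Mdh2, the mitochondrial malate dehydrogenase (-0.13, adjusted p = 0.0378). 1 of 34 genes of respiratory chain complex I fell (0 when adjusted over the list alone): Ndufv2, part of the NADH-oxidising module (-9.84%, adjusted p = 0.0485). The lists of complexes II to IV (23 genes) and of the ATP synthase (15 genes) had medians of -0.08 and -0.07, and 7 genes of each were lower at an unadjusted p under 0.05. Preranked enrichment gave a normalized score of -3.07 for the energy list (adjusted p = 0.0109, adjusted p = 0.281 with an estimated correlation, and 0.0315 with fry). The scores of its parts were -2.37 for the tricarboxylic acid cycle (adjusted p = 0.206 with an estimated correlation), -2.14 for complex I, -2.09 for complexes II to IV and -1.75 for the ATP synthase (0.365, 0.341 and 0.365). Markers of ventricular and other cardiomyocytes had a median difference of -0.04 and did not pass the preranked test (adjusted p = 0.0868). They were lower as a group in fry (adjusted p = 0.00792), but did not pass with an estimated correlation (adjusted p = 0.255). Myl4, the atrial essential light chain of myosin, had log2 values of 5.62, 5.68 and 12.07 in MCT mice 640, 641 and 644.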

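In MCT + NI mice the same mitochondrial genes lay higher than in MCT mice. The same MCT arrays enter this comparison and that of MCT with sham mice, which can by itself give opposite shifts. How large a list score this sharing gives was not simulated. Over the 110 genes of energy metabolism and mitochondria the median log2 difference was 0.07, and 24 were higher at an unadjusted p under 0.05. After adjustment 0 of the 110 passed in limma, over all genes or over the list alone. Uqcrfs1, the iron-sulfur subunit of complex III, was 1.11-fold higher (log2 fold change 0.16, standard error 0.038, adjusted p = 1), Ndufb8 of complex I 1.15-fold (standard error 0.058) and Sucla2, another subunit of succinyl-CoA ligase, 1.11-fold (standard error 0.041). Of the 34 complex I genes 10 were higher at an unadjusted p under 0.05, of complexes II to IV 6, of the ATP synthase 1 and of the tricarboxylic acid cycle 6 (3 of these at an adjusted p under 0.05 when adjusted over the list alone). The energy list scored 3.52 (adjusted p = 0.00751, adjusted p = 0.262 with an estimated correlation, and 0.29 with fry). Complex I scored 2.90, complexes II to IV 2.62, the tricarboxylic acid cycle 2.38 (adjusted p = 0.262 with an estimated correlation for each) and the ATP synthase 2.31 (0.436). The mitochondrial ribosome, 38 genes that translate the subunits encoded in mitochondrial DNA, scored 2.73 (adjusted p = 0.262 with an estimated correlation), with Mrps5 at 1.12-fold. Markers of ventricular and other cardiomyocytes passed too, with a median difference of 0.03 and a score of 1.86 (adjusted p = 0.214 with an estimated correlation, and 0.254 with fry). Relative to the sham mean, the median of the energy list was -0.06, 0.02 and -0.02 in MCT + NI mice 615, 617 and 619, and between -0.11 and -0.07 in the MCT mice. Gja5, a connexin of the atrium and conduction system, had log2 values of 5.80, 5.64 and 5.58 in these MCT + NI mice and of 6.72 to 8.04 in sham mice.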

Upon nutritional intervention, these pathways were overrepresented (Supplementary Data).

### Validation of the microarray data on right ventricular fibrosis

Next, we validated the two fibrotic genes (TGFb1I1 and ADAMTS-1) with a significance level of p < 0.01 in the microarray analysis in all our samples by qRT-PCR. 

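On the arrays Vcan, a large proteoglycan of the provisional matrix, and Col14a1, a collagen that associates with the surface of other collagen fibres, were higher in MCT mice and lay between MCT and sham with NI. The log2 value of Vcan was 6.53 ± 0.23 (SD, n = 3) in sham, 7.65 ± 0.19 in MCT and 7.23 ± 0.28 in MCT + NI mice, so that it rose 2.16-fold with MCT (log2 fold change 1.11, standard error 0.16, adjusted p = 0.00404 from limma). It was still 1.62-fold above sham in MCT + NI mice (adjusted p = 0.0366). Col14a1 was at 7.27 ± 0.071 in sham, 7.85 ± 0.20 in MCT and 7.51 ± 0.24 in MCT + NI mice, a rise of 1.49-fold with MCT (standard error 0.13 on the log2 scale, adjusted p = 0.031), and its level with NI was 1.18-fold that of sham mice (adjusted p = 0.367). Between MCT + NI and MCT mice the log2 difference was -0.42 for Vcan and -0.34 for Col14a1, both at an adjusted p of 1, and both passed an unadjusted p under 0.05. Vcan lost that threshold without MCT mouse 640 or 644 or MCT + NI mouse 617, with -0.26 in the last case, and Col14a1 without MCT mouse 641 or 644 or MCT + NI mouse 617 or 619, with values between -0.30 and -0.27.

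**Figure D3:**
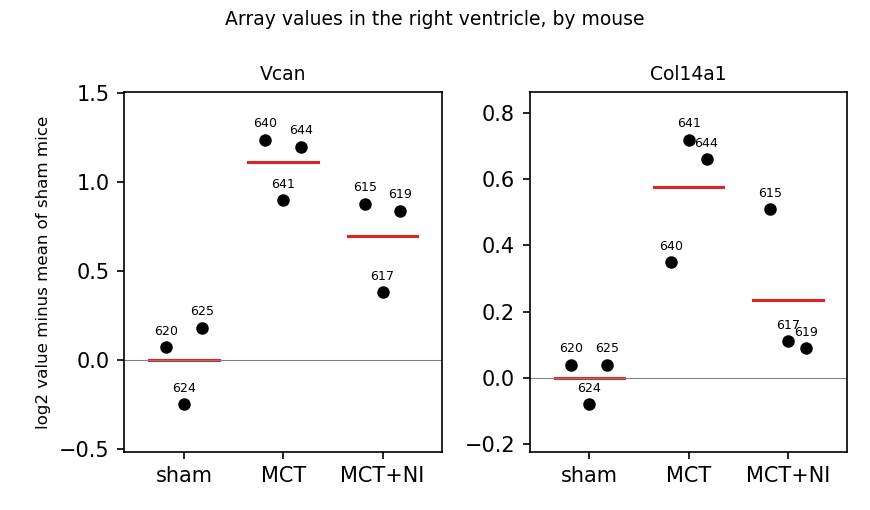
Log2 values of Vcan and Col14a1 minus the mean of the sham mice, in sham, MCT and MCT + NI mice, with 1 dot per mouse (mouse number beside it) and a red line at each group mean. MCT + NI mouse 617 has the lowest Vcan value of its group (0.38), and MCT + NI mouse 615 the highest Col14a1 value (0.51), above MCT mouse 640 (0.35).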

We also validated two genes with a significance level of p < 0.05 (VCAN and Col14a1) by qRT-PCR. This confirmed upregulation of fibrotic genes in the right ventricle in MCT vs Sham and downregulation in MCT + NI vs MCT (Fig. 4). MCT injection induced a 2-fold increase in VCAN mRNA expression relative to sham mice (p < 0.001, Fig. 4A). In MCT-injected mice receiving nutritional intervention, this increase was 80% lower (p < 0.01, Fig. 4A). For ADAMTS-1, the effect was similar, with a 2.5-fold increase in MCT versus sham mice (p < 0.001) and only 1.25-fold increase in MCT-injected mice receiving nutritional intervention (p < 0.05, Fig. 4B). Col14a1 mRNA expression was increased 1.35-fold in MCT-injected mice relative to sham (p < 0.05), although the expression normalized in MCT mice receiving nutritional intervention (p < 0.05, Fig. 4C). mRNA expression of TGFb1I1 was increased by 65% in MCT-injected mice compared to sham (p < 0.05). The increase in MCT-injected mice receiving nutritional intervention showed no significant effect (p = 0.18, Fig. 4D).

**Figure 4:**
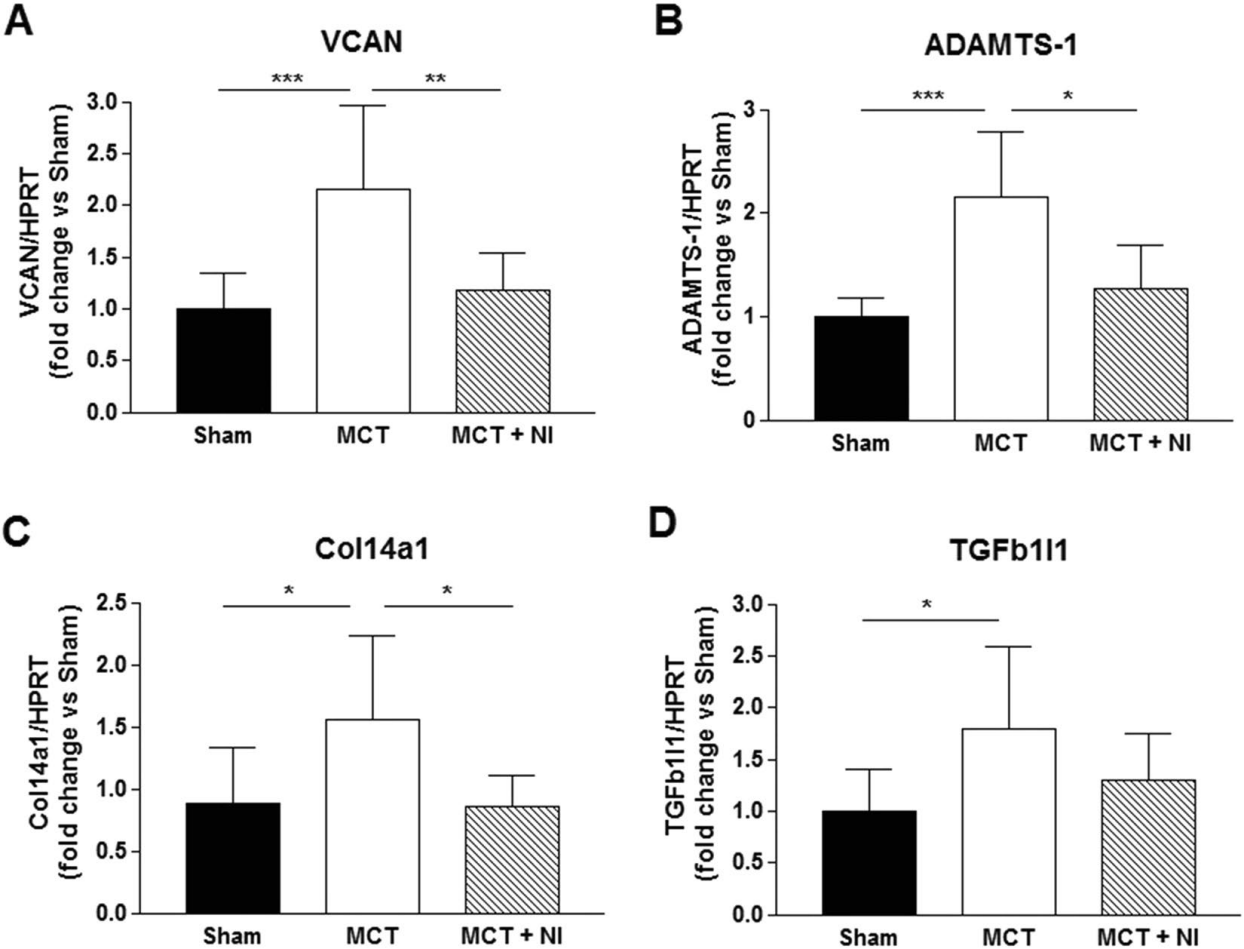
Fibrotic genes were upregulated in MCT, but not in MCT + NI goup. Compared to sham mice, mRNA levels of genes involved in fibrosis were upregulated in MCT mice, but not in MCT + NI mice (*p < 0.05, **p < 0.01, ***p < 0.001). (VCAN: versican; ADAMTS-1: a disintegrin and metalloproteinase with thrombospondin motifs 1; Col14a1: collagen type XIV alpha 1; TGFb1I1: transforming growth factor beta 1 induced transcript 1).

### Effect of nutritional intervention on inflammation markers in the right ventricle

Next to higher mRNA levels of fibrotic genes, we could also show that MCT injection induced a 5.5-fold increased level of tumor necrosis factor alpha (TNFα) in the right ventricle of MCT mice relative to sham mice (p < 0.05, Fig. 5A). In MCT-injected mice receiving the nutritional intervention, this increase was only 2.26 fold (Fig. 5A). COX-2 mRNA levels also tended to be increased in right ventricle of MCT compared to sham and MCT + NI mice, although the effect was not significant (p = 0.068, Fig. 5B). These results suggest an anti-inflammatory effect of the nutritional supplement.

**Figure 5:**
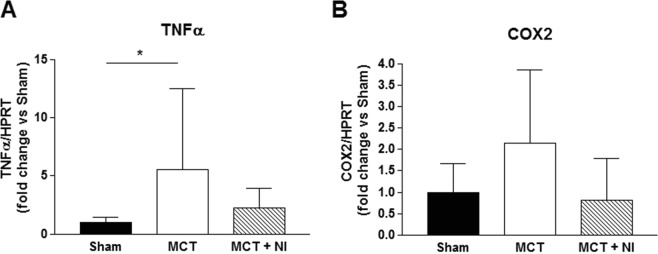
Nutritional intervention reduces an increase in TNFα mRNA levels in the right ventricle. (**A**) MCT injection induced a 5.5-fold increased level of TNFα mRNA in the right ventricle of MCT relative to sham mice. In MCT + NI mice this increase was only 2.26 fold. (**B**) COX-2 mRNA levels tended to be increased in right ventricle of MCT compared to sham mice (p = 0.068). TNFα: tumor necrosis factor alpha; COX2: cyclooxygenase-2. (*p < 0.05).

### Effect of nutritional intervention on the skeletal muscle

The weight of the tibialis anterior (TA) muscle was similar in all groups (Fig. 6A), however fiber cross-sectional area (CSA) of the TA muscle was reduced (P < 0.05) by 22% in MCT compared to sham mice, but preserved in the MCT + NI group (1503 vs. 1178 vs 1495 µm^2^, respectively) (Fig. 6B). Protein expression of the key E3 ligase MuRF1 was reduced by 30% in the group receiving nutritional intervention compared to MCT mice alone (p < 0.05) (Fig. 7A). The E3 ligase MuRF2 was increased by 41% (p < 0.05) in the MCT group compared to sham. Nutritional intervention reduced MuRF2 protein levels by 28% (p < 0.05) (Fig. 7B). The weight of the extensor digitorum longus (EDL) muscle was similar in all groups (Fig. 6C). However, fiber cross-sectional area was reduced by 29% (p < 0.05) in the MCT mice compared to sham, and preserved in the MCT + NI group (764 vs 542 vs 742 µm^2^, respectively) (Fig. 6D). The weight of the soleus muscle was also similar in all groups (Fig. 6E), with no effect of MCT or nutritional treatment on muscle fiber cross-sectional area (Fig. 6F).

**Figure 6:**
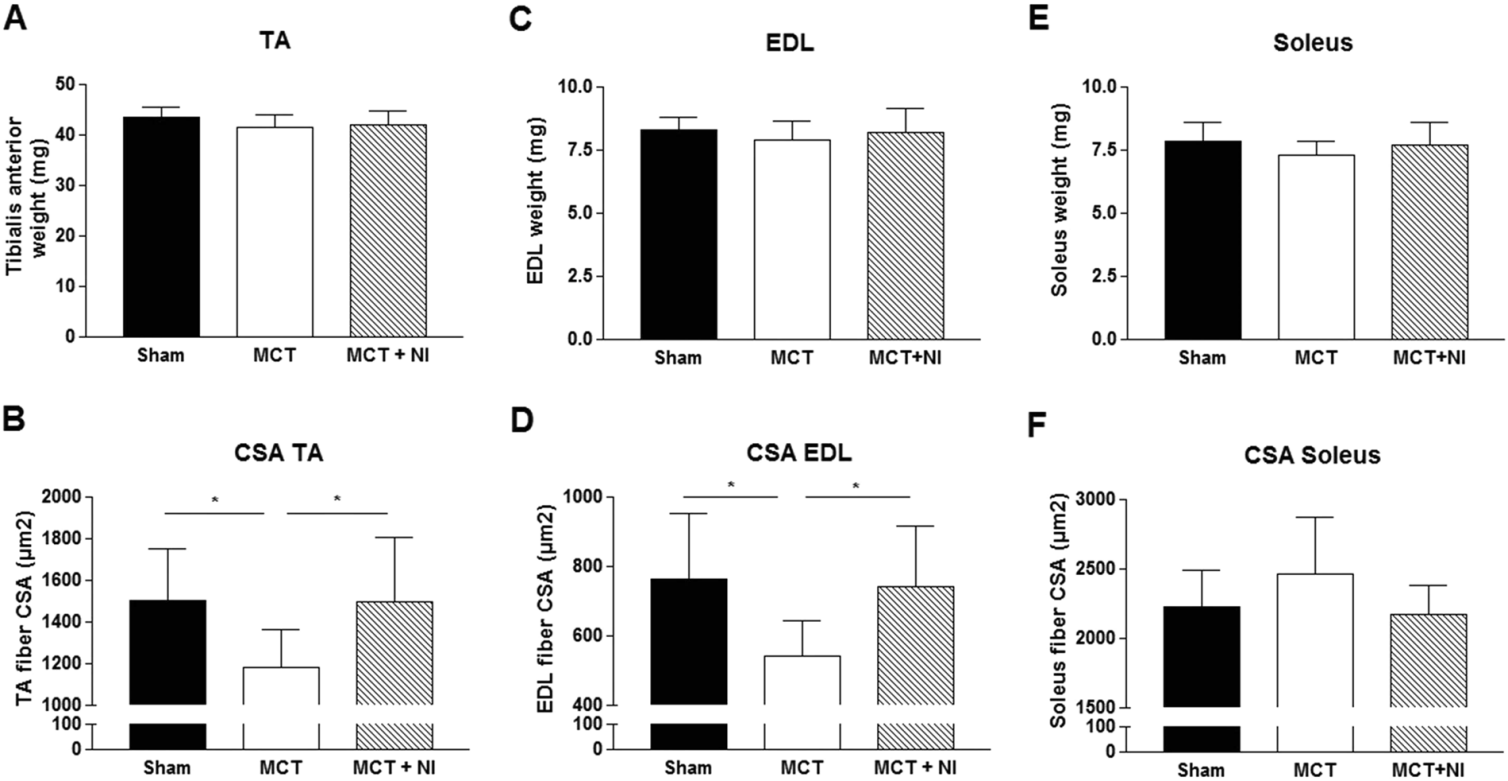
Changes in skeletal muscle weight and muscle fiber cross-sectional area. (**A**) Weight of the *tibialis anterior* (TA) muscle was unchanged, (**B**) but muscle fiber cross-sectional area (CSA) of the TA was reduced by 22% in MCT mice compared to sham, but unaltered in MCT + NI. (**B**) Weight of the EDL muscle was unchanged, but (**D**) skeletal muscle fiber CSA of the EDL was reduced by 29% in the MCT mice compared to sham and preserved in the MCT + NI group(*p < 0.05). (**E**) Weight of the soleus muscle was similar in all groups and (**F**) skeletal muscle fiber CSA was also unchanged.

**Figure 7:**
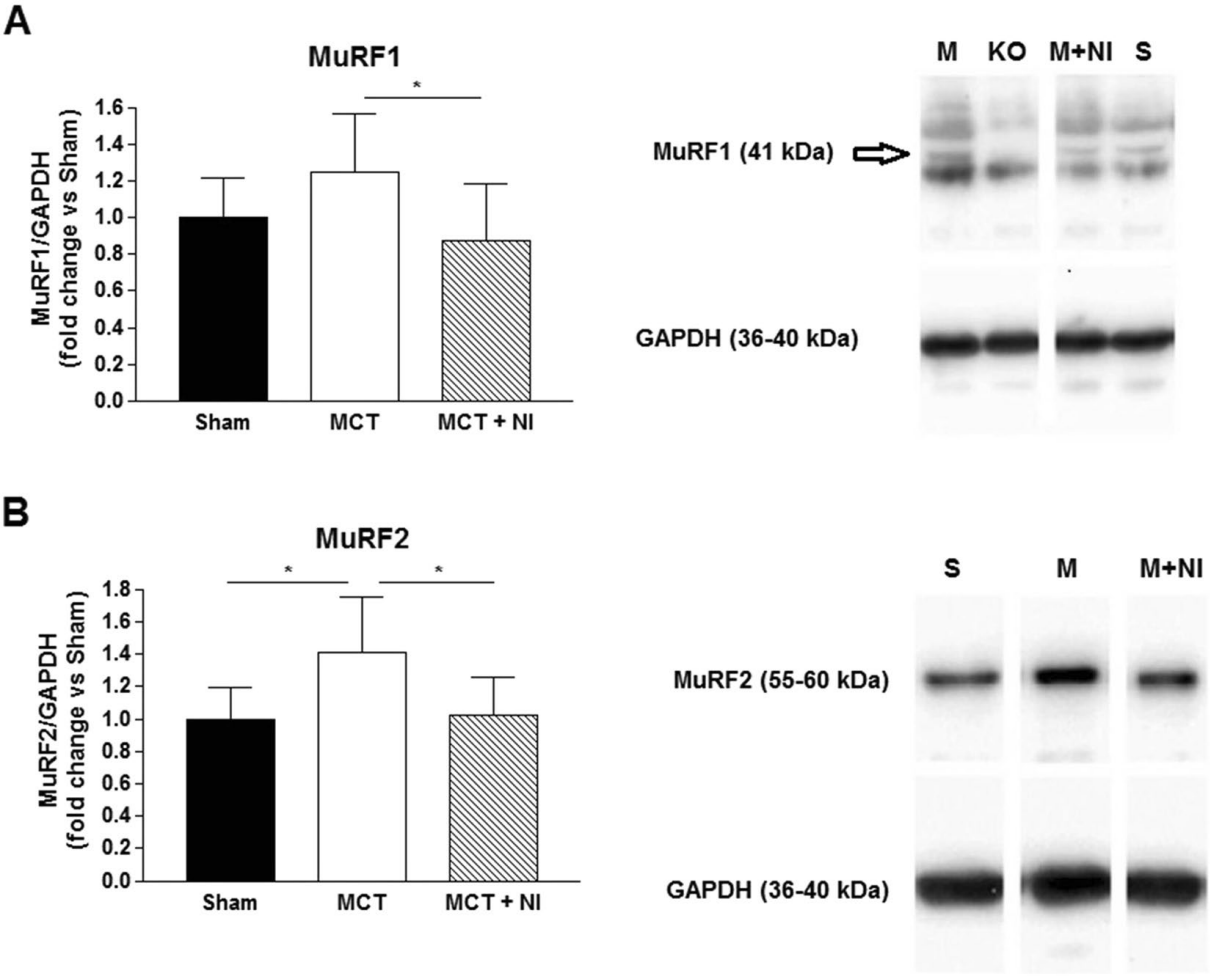
An increase in E3 ubiquitin-protein ligases MuRF1 and MuRF2 in MCT mice is prevented by nutritional intervention. (**A**) Protein levels of the key E3 ligase MuRF1 was reduced by 30% in the group receiving nutritional intervention compared to MCT mice alone. (**B**) The E3 ligase MuRF2 was increased by 41% in the MCT group compared to sham. Nutritional intervention reduced MuRF2 protein levels by 28%. (*p < 0.05). Pictures are cropped from full-length pictures of blots. Full-length blots are presented in Supplementary Fig. S3. A MuRF1 knock-out (KO) sample was included to separate the MuRF1 bands from other bands due to nonspecific binding of the antibody.

## Discussion

The objective of this study was to assess the impact of a targeted nutritional intervention on both cardiac and skeletal muscle remodeling in a PAH model induced by MCT in mice. Indeed, adding more protein, leucine, fish oil and oligosaccharides to the feed caused an attenuation of RV hypertrophy, fibrosis and inflammation, while simultaneously preventing skeletal muscle atrophy. To our knowledge, this is the first study to show that PAH-associated pathological changes in both cardiac and skeletal muscle can be attenuated simultaneously by multiple-target nutritional intervention.

This is of great clinical importance, since current treatment options do not target both the cardiac and skeletal muscle alterations in PAH. If nutritional intervention can prevent such pathological changes and reduce the development of exercise intolerance leading to an impaired quality of life, this is an important step forward. Further studied are needed to check whether targeted nutritional intervention can improve physical status and wellbeing in PAH patients.

Eight weekly injections with MCT induced a clear PAH phenotype in mice with RV hypertrophy. Histological analysis of the RV showed an increase in fibrotic tissue in the mice receiving MCT-injections which clearly indicates cardiac remodelling typical of PAH^3,17^. The MCT mice receiving nutritional intervention did not show increased RV hypertrophy nor fibrosis. Microarray analysis of the RV and subsequent verification of the results by qRT-PCR showed that nutritional intervention prevented an increase of mRNA levels of fibrotic genes after MCT-injection in nearly all four genes. 

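Matrix genes were also higher in MCT + NI than in sham mice. Of 133 fibrosis and extracellular matrix genes, 44 were higher and 4 lower in MCT + NI than in sham mice at an adjusted p under 0.05 in limma (68 and 9 when adjusted over the list alone). Thbs1 was 8.15-fold its sham level with NI (adjusted p = 4.49e-06), Col4a1 3.35-fold (adjusted p = 0.000243), Sparc 2.69-fold, Fn1 2.58-fold and Mmp2 2.32-fold. Timp4, the metalloprotease inhibitor, was at -1.88 on the log2 scale (adjusted p = 0.00215). Collagens were higher in 11 of 20 cases, glycoproteins and proteoglycans in 13 of 32, and integrins and focal adhesion genes in 12 of 27 with 1 lower. The list median was 0.25 on the log2 scale. The normalized enrichment score was 2.76 (adjusted p = 0.00827, adjusted p = 0.146 with an estimated correlation, and 0.0036 with fry). Markers of fibroblasts and myofibroblasts scored 1.88 in this comparison (adjusted p = 0.0113, and adjusted p = 0.532 with an estimated correlation). Those of smooth muscle and pericytes scored 2.22 (0.00827 and 0.146), while those of macrophages and monocytes, at 1.54, did not pass (adjusted p = 0.0947). Whether more of these cells or more transcript per cell lies behind the higher matrix genes was not tested. From the arrays and the qRT-PCR together, the paper states that NI prevented an increase of the mRNA of fibrotic genes in nearly all of the 4 genes.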

Probably the study was not powered to detect significant changes in all the genes studied. Microarray GSEA also showed downregulation of pathways involved in energy metabolism and mitochondrial function in mice receiving MCT-injections. Metabolic remodeling is another symptom of PAH. A switch from fatty acid metabolism and oxidative phosphorylation to the energetically inefficient aerobic glycolysis (also called the Warburg effect), is often seen^17–19^. Our GSEA clearly showed the downregulation of genes in energy metabolism and mitochondrial function in MCT compared to sham mice, suggesting a metabolic switch from FA oxidation to glycolysis. It also showed that this effect was reduced in the MCT group receiving the nutritional intervention.

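Genes of fatty acid oxidation were lower as a group in MCT mice, while few glycolytic genes passed the threshold. Of 21 genes of fatty acid oxidation 5 fell at an adjusted p under 0.05 in limma (12 when adjusted over the list alone), with a list median of -0.19 on the log2 scale. They included Acaa2, the last step of beta-oxidation (-22.4%, standard error 0.052 on the log2 scale, adjusted p = 0.00369), Decr1, which acts on unsaturated fatty acids (-21.4%), Hadh, a dehydrogenase of the cycle (-18.1%), and Crat, the carnitine acetyltransferase (-16.3%, adjusted p = 0.00805). Of 22 glycolytic genes 2 rose: Ldha, the lactate dehydrogenase chain of glycolytic tissues (1.13-fold, standard error 0.030 on the log2 scale, adjusted p = 0.00918), and Pfkp, the platelet form of phosphofructokinase (1.67-fold, adjusted p = 0.0312). Ldhb, the lactate dehydrogenase chain of the heart, and Pfkm, the muscle form of phosphofructokinase, were at -0.25 and -0.13 (adjusted p = 0.11 and 0.0929). The normalized enrichment score was -2.49 for fatty acid oxidation (adjusted p = 0.00748, and adjusted p = 0.281 with an estimated correlation) and 0.92 for glycolysis (adjusted p = 0.589). With NI both lists scored above MCT mice, fatty acid oxidation at 2.44 (adjusted p = 0.436 with an estimated correlation) and glycolysis at 1.86 (adjusted p = 0.0137, and adjusted p = 0.411 with an estimated correlation). Glycolysis did not pass without MCT mouse 640 (1.47) or MCT + NI mouse 619 (1.16). The MCT arrays enter both comparisons, and the effect of this sharing on the scores was not simulated. Relative to sham, Ldha and Pfkp were still 1.12-fold and 1.65-fold higher with NI (adjusted p = 0.0117 and 0.0348), and Acaa2 and Decr1 still differed by -16.8% and -15.8% (adjusted p = 0.0179 and 0.0336), while Hadh, at -11%, did not pass (adjusted p = 0.0697), and 3 of the 21 fatty acid oxidation genes were lower after adjustment. From the lower expression of genes of energy metabolism and mitochondrial function in MCT mice, the paper proposes a metabolic switch from fatty acid oxidation to glycolysis, and it states that the effect was smaller with NI.

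**Figure D4:**
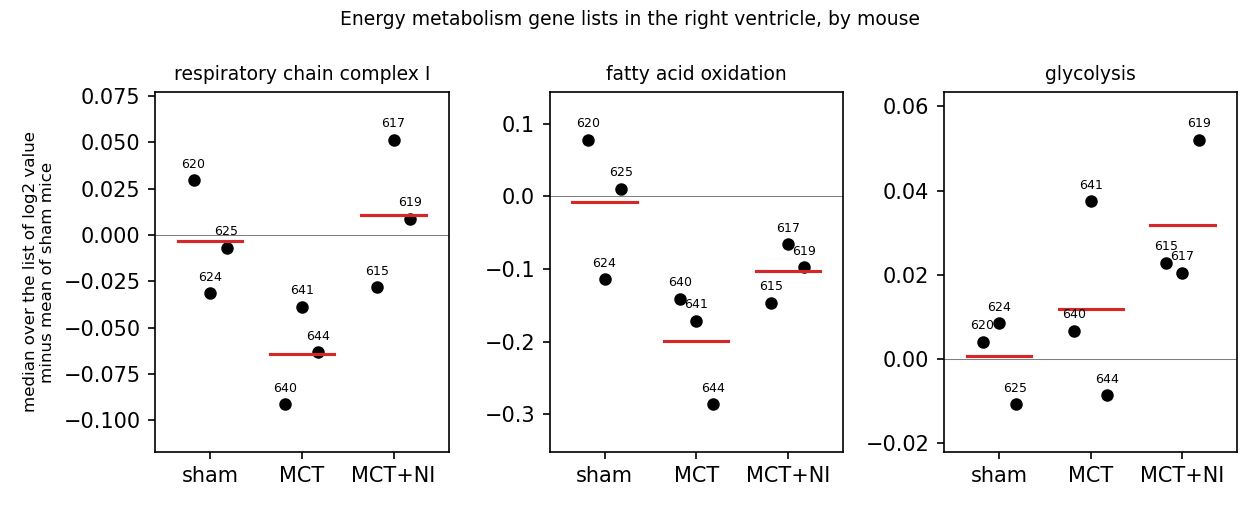
Median log2 value of the genes of 3 lists (respiratory chain complex I, fatty acid oxidation, glycolysis) minus the mean of the sham mice, with 1 dot per mouse (mouse number beside it) and a red line at each group mean. For fatty acid oxidation the MCT mice lie between -0.29 and -0.14 and the MCT + NI mice between -0.15 and -0.07.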

A possible explanation for these findings is a reduction in inflammation due to the effect of added omega 3 fatty acids EPA and DHA. The mRNA levels of TNFα in the RV of the MCT mice were higher compared to sham mice. This effect was reduced upon nutritional intervention. This theory is supported by other studies using the monocrotaline model in male rats, showing reduction of PAH symptoms when anti-inflammatory treatments were provided. Anti-inflammatory drugs such as acetylsalicylic acid (aspirin)^20,21^ or 5-aminosalicylic acid^22^ have produced improvements in right ventricular systolic pressure (RVSP), RV hypertrophy and pulmonary artery remodeling. Next to this, there are also indications that certain nutritional supplements with anti-inflammatory properties including resveratrol^23–25^ and betaine^26^ reduce the effects of PAH in the MCT rat model. Supplementation with branched chain amino-acids has been described to preserve cardiac function and prolonged survival in a cancer cachexia mouse model^27^. Moreover, a diet high in leucine provided after a myocardial infarction in mice was reported to decrease fibrosis and apoptosis, and improve cardiac structure^28^.

Injection with MCT induced a reduction of muscle fiber CSA in the TA and EDL, but did not lead to alterations in the *soleus*. This might be due to the fact that the soleus has a more oxidative phenotype, reflected by a higher content of mitochondria, which might provide a certain level of protection against muscle wasting^29^. In addition, the *soleus* is more resistant to fatigue due to a relatively lower presence of glycolytic type II (fast twitch) muscle fibers, which are predominant in the EDL and TA^30^. The nutritional intervention was able to prevent the reduction in muscle fiber CSA in TA and EDL, indicating an anti-atrophic effect. This was confirmed by a reduced upregulation of the E3 ligases MuRF1 and MuRF2, which promotes muscle wasting by increasing protein degradation via ubiquitination^31^.

Faber *et al*. reported that the same nutritional combination as used in our study reduced plasma TNFα and prostaglandin E2 (PGE_2)_ in a mouse cancer cachexia model^32^. Both PGE_2_ and TNFα have been reported to induce MURF1 induction, leading to elevated proteolysis and increased protein breakdown^8,33^. When TNFα is decreased due to attenuated inflammatory tone, protein breakdown in the skeletal muscle is decreased, explaining the effects in the TA. Furthermore, skeletal muscle protein synthesis is stimulated by branched chain amino acids, especially leucine^34^, which was added to the nutritional intervention. The effect on the skeletal muscle can be direct, by a reduction of inflammation and therefore protein breakdown in the muscle itself, or indirect by a reduction in disease severity.

Chronic low-grade inflammation (CLGI) is an important part of the pathophysiology of PAH^35^. Potential triggers for CLGI in PAH include chronic hypoxia, mechanical stretch, mitochondrial dysfunction and systemic complications such as changes in intestinal functioning (barrier function, dysbiosis etc.)^9,36,37^. Chronic inflammation and expression of pro-inflammatory cytokines such as interleukin 6 (IL-6) and TNFα are known to contribute to muscle wasting which is also seen in PAH^13,38,39^. Fish oil containing (EPA) and (DHA) can influence inflammatory processes by changing the production of pro- or anti-inflammatory cytokines^40^. Other nutritional components, such as galacto- and fructo-oligosaccharides, can restore the microbial balance in case of dysbiosis^7,41^ and also have anti-inflammatory and immune-regulating effects^42^. Galacto- and fructo-oligosacharides have been shown to be able to restore T cell function during chronic inflammation in a murine tumor model when combined with omega-3 fatty acids and high quality and quantity protein^32^. Increased intake of high quality protein and the anabolic amino acid leucine can also help prevent muscle wasting^11,34^, which is why the combination of extra protein, leucine, fish oil and oligosaccharides was chosen for this study. It is unclear whether it is the whole combination or just a subset of the nutrients from the nutritional intervention that is responsible for the effects observed in this study. Further studies are warranted to reveal this aspect.

The model used for this study is an adapted version of our recently developed cachectic mouse model with monocrotaline-induced RV heart failure^16^. The adaptation concerns the control diet and the length of time the animals are in the experiment. The result is a model with similar RV remodeling but a more modest loss of body weight, which more closely resembles the clinical situation in PAH. The presence of both pulmonary congestion and RV hypertrophy, shows that this method produces effects comparable to those seen in the male rat model^43^ that is widely accepted as a model for PAH. RV thickness increased, but we found no change on the septum and thickness of the left ventricle, showing that the monocrotaline mostly affects the RV. An additional advantage of the present model is that it concerns female animals, which is more in line with the notion that PAH occurs mostly in women^1,3^.

## Conclusion

A multi-compound nutritional intervention providing higher amounts of protein, leucine, fish oil and oligosaccharides significantly attenuated cardiac and skeletal muscle changes in a female mouse model of pulmonary hypertension. The effect on the development of fibrosis in the RV was the most profound and is at least partly due to anti-inflammatory effects mediated via TNFα and COX2. These results provide directions for further study to develop novel therapeutic strategies to prevent pathophysiological alterations in pulmonary hypertension.

## Materials and Methods

### Experimental diets

The experimental diet was designed to test the effect of the combined nutritional intervention consisting of extra protein, leucine, oligosaccharides and fish oil added to the background diet AIN-93M (Research Diet Services, Wijk bij Duurstede, the Netherlands). The control diet was isocaloric to the experimental diet, and contained per kg feed 110,3 g protein (casein), 53,6 g fat (corn oil), and 653,1 g carbohydrates. The isocaloric experimental diet (further referred to as Nutritional Intervention; NI) contained per kg feed: 210 g protein (189 g intact protein of which 68% casein and 32% whey and 21 g free leucine), 57 g fat (20.2 g corn oil, 10.2 g rapeseed oil, and 22.2 g fish oil (providing 6.9 g EPA and 3.1 g DHA)), 561 g carbohydrates, 18 g galacto-oligosaccharides and 2 g fructo-oligosaccharides. Both diets were supplied as pellets.

### Animals and study design

All experiments and procedures were approved by the local Animal Research Council, University of Leipzig and the Landesbehörde Sachsen (TVV 39/17). All experiments were performed in accordance with relevant guidelines and regulations.

This study included three groups of female C57BL/6 mice (aged 8 weeks) mice: 1) saline-treated (sham; n = 9); 2) monocrotaline (MCT)-treated fed standard semi-synthetic diet AIN-93M (MCT; 600 mg/kg; n = 9); and 3) MCT-treated fed an isocaloric semi-synthetic diet with high protein, leucine, oligosaccharides and fish oil (MCT + NI; n = 10). MCT was given weekly by subcutaneous injection and sham mice received a matched volume of saline during 8 weeks. During that time period, MCT is known to induce pulmonary hypertension and RV dysfunction^15,16^. Mice were exposed to identical conditions under a 12:12 h light/dark cycle with food and water provided ad libitum. All groups received their treatment diet one week prior to the MCT injections. Body weight and food intake were recorded every week. Mice were sacrificed following deep anesthetization with i.p. administration of fentanyl (0.05 mg/kg), medetomidine (0.5 mg/kg), midazolam (5 mg/kg) and ketamine (100 mg/kg). At sacrifice, the heart, lungs, *tibialis anterior* (TA), *soleus* and *extensor digitorum longus* (EDL) were dissected, cleaned, blotted dry and weighed and *tibia* length was measured. A medial section of the heart was fixed in 4% PBS-buffered formalin. The RV was dissected from the left ventricle and immediately frozen in liquid N_2_ for RNA and protein analysis. The lungs were dried at 37 °C to measure wet/dry lung weight.

### Tissue analyses

#### RNA isolation and quantification of mRNA expression

Total RNA was isolated from RV tissue and reverse transcribed into cDNA using random hexamers and Sensiscript Reverse Transcriptase (Qiagen, Hilden, Germany). An aliquot of the cDNA was used for quantitative RT-PCR. The expression of specific genes was normalized to the expression of hypoxanthin phosphoribosyltransferase (HPRT) mRNA. For quantification of expression of specific genes, primers listed in Table 1 were used. For tumor necrosis factor alpha (TNFα) commercial primers for SYBR Green assay were used (PrimePCR, Biorad laboratories).

**Tabel 1:** Sequences of quantitative RT-PCR primers.

Symbol	Forward primer sequence (5′-3′)	Reverse primer sequence (5′-3′)
HPRT	CTCATGGACTGATTATGGACAGGAC	GCAGGTCAGCAAAGAACTTATAGCC
ADAMTS-1	AAGTGAAGCCAGCCAGTACCA	TCCCGCAAGTTTTGGAACA
VCAN	ATCAATGGGAAGCAGCTCGTT	GCATGGTAGTTGACGATTCTGT
TGFb1I1	GCCTCTGTGGCTCCTGCAATAAAC	CTTCTCGAAGAAGCTGCTGCCTC
COL14a1	CAAAAATTCTGAGCCGCTAGTT	GAGTTTCCATTTGGTCCTCTTG
COX-2	TGAGCAACTATTCCAAACCAGC	GCACGTAGTCTTCGATCACTATC

### Western blot analysis

Frozen TA muscle samples were homogenized in relax buffer (90 mmol/L HEPES, 126 mmol/L KCl, 36 mmol/L NaCl, 1 mmol/L MgCl, 50 mmol/L EGTA, 8 mmol/L ATP,10 mmol/L creatine phosphate; pH 7.4) containing a protease inhibitor mix (inhibitor mix M, Serva, Heidelberg,Germany) and sonicated. Protein concentration was determined (bicinchoninic acid assay, Pierce, Bonn,Germany), and aliquots (5 μg) were separated by SDS-polyacrylamide gel electrophoresis (10% gels). Proteins were transferred to a polyvinylidene fluoride membrane and incubated overnight at 4 °C with the following primary antibodies: MuRF1 (1/1000, Myomedix Ltd., Neckargemünd, Germany) or MuRF2 (1/1600, Myomedix Ltd., Neckargemünd, Germany). Membranes were subsequently incubated with a horseradish peroxidase-conjugated secondary antibody and specific bands visualized by enzymatic chemiluminescence (Super Signal West Pico, Thermo Fisher Scientific Inc.,Bonn, Germany) and densitometry quantified using a 1D scan software package (Vision-Capt, Vilber Lourmat, Eberhardzell, Germany). Blots were then normalized to the loading control GAPDH (1/30 000; HyTest Ltd., Turku, Finland).

### Histology

Paraffin-embedded medial cross sections (3 μm) of the heart, TA, *soleus* and EDL were mounted on glass slides. Subsequently, slides of the heart were stained with H&E and Picrosirius red to assess right ventricle wall thickness and fibrosis by imaging software (ImageJ, 1.51d, NIH and Sigma Scan Pro 5.0, Systat Software Inc). Slides of the TA and EDL were stained with H&E to assess muscle fiber cross-sectional area by imaging software (ImageJ, 1.51d, NIH). Fiber type and cross-sectional area (CSA) of the *soleus* were analyzed by immunohistochemistry; after target retrieval with Signal Stain Citrate solution (Cell Signaling), the slides were covered with proteinase K solution (Sigma, P2308), peroxidase and protein block (Dako), then incubated with anti-slow skeletal myosin heavy chain (Abcam, ab11083) in antibody dilution with background reducing factor (Dako) and anti-mouse HRP (Sigma 9044) in antibody dilution with background reducing factor (Dako). Development was performed with DAB+ coloring agent (Dako) and nuclei were colored with Mayer’s Hematoxylin Solution.

### Microarray analysis

Total RNA from the right ventricle was isolated using trizol. RNA concentrations were measured by absorbance at 260 nm (nanodrop). RNA quality was checked using the RNA 6000 nano kit assay on the Agilent 2100 bioanalyser (Agilent Technologies, Amsterdam, The Netherlands) according to the manufacturer’s protocol. For each mouse, total RNA (100 ng) was labelled using the Affymetrix WT plus reagent kit (Life Technologies, Bleiswijk, The Netherlands).

Microarray experiments were performed using Affymetrix mouse gene 1.1 ST arrays. From the experiment, 3 control samples, 3 MCT samples and 3 MCT + NI samples that were matched for disease severity were included in this experiment. Array data were analyzed using an in-house, online system^44^. Arrays passed quality control, so no samples had to be excluded from analysis. Briefly, probe sets were redefined according to Dai *et al*.^45^, using remapped computable document format version 19 based on the Entrez gene database. In total these arrays target 21.114 unique genes. Normalized expression estimates were obtained from the raw intensity values using the robust multi-array analysis (RMA) preprocessing algorithm available in the library *‘affyPLM’* using default settings^46^. Differentially expressed probe sets were identified using linear models, applying moderated t-statistics that implemented intensity-based empirical Bayes regularization of standard errors (library *‘limma’*). The moderated t-test statistic has the same interpretation as an ordinary t-test statistic, except that the standard errors have been moderated across genes, i.e. shrunk to a common value, using a Bayesian model^47,48^. Probe sets that satisfied the criterion of P < 0.01 or P < 0.05 (depending on the research question) were considered to be significantly regulated.

Changes in gene expression were related to biologically meaningful changes using gene set enrichment analysis (GSEA) of broadinstitute.org^49^. Gene sets were retrieved from the expert-curated Kyoto Encyclopedia of Genes and Genomes (KEGG), Biocarta, Reactome and WikiPathways pathway databases. Only gene sets consisting of more than 15 and fewer than 500 genes were taken into account, which resulted in the inclusion of 1,382 gene sets. For each comparison, genes were ranked on their t-value that was calculated by the empirical Bayes method. Statistical significance of GSEA results was determined using 1,000 permutations.

The array data has been submitted to the Gene Expression Omnibus (GEO)^50^, under accession number GSE125537.

### Statistical analyses

Data are presented as mean ± SD. One-way analysis of variance (ANOVA) followed by Tukey post hoc was used to compare groups (GraphPad Prism). Significance was accepted as P < 0.05.

## Supplementary information

Supplementary Information

## Data Availability

The array data generated and analysed during the current study has been submitted to the Gene Expression Omnibus (GEO)^50^, under accession number GSE125537. The GSEA datasets are available from the Supplementary Information files. Other analysed datasets are available from the corresponding author on reasonable request.

# Supplementary material for: Anti-inflammatory nutrition with high protein attenuates cardiac and skeletal muscle alterations in a pulmonary arterial hypertension model
**Source:** Sci Rep. 2019 Jul 15;9:10160. doi: 10.1038/s41598-019-46331-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### Anti-inflammatory nutrition with high protein attenuates cardiac and skeletal muscle alterations in a pulmonary arterial hypertension model

***Paulien Vinke*<sup>1,2 \*</sup>, *T. Scott Bowen*<sup>3</sup>, *Mark. V. Boekschoten*<sup>4</sup>, *Renger F. Witkamp*<sup>1</sup>, *Volker Adams*<sup>5 §</sup>, *Klaske van Norren*<sup>1 §</sup>**

<sup>5</sup> Laboratory of molecular and experimental cardiology, Dresden Heart Center, Fetscherstraße 76, 01307, Dresden, Germany

§ Contributed equally

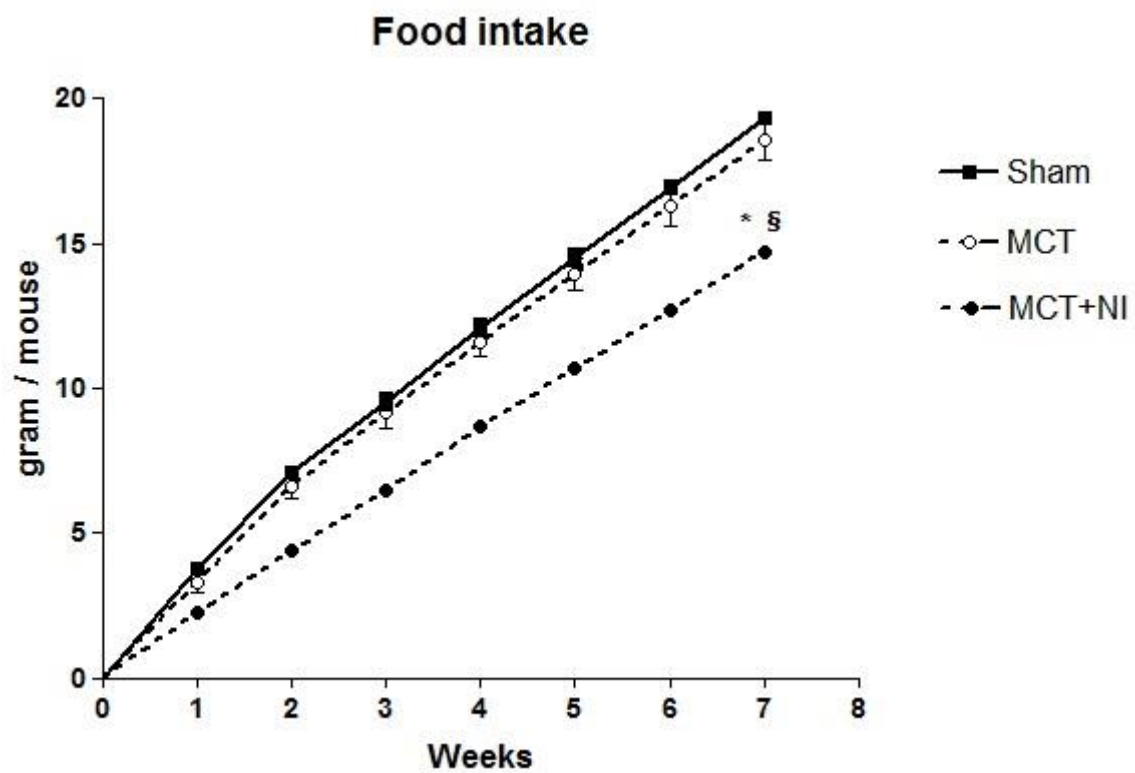

**Supplementary Fig. 1:** Cumulative food intake after 7 weeks was similar in sham and MCT mice, but lower in MCT+NI mice compared to MCT and sham mice. (\*  $p < 0.01$  versus sham; §  $p < 0.05$  versus MCT)

**Supplementary Fig. 2:** Heatmap showing 245 genes that are differentially expressed in MCT compared to sham and in MCT+NI compared to MCT, using a cutoff of  $p < 0.05$ .

**A**

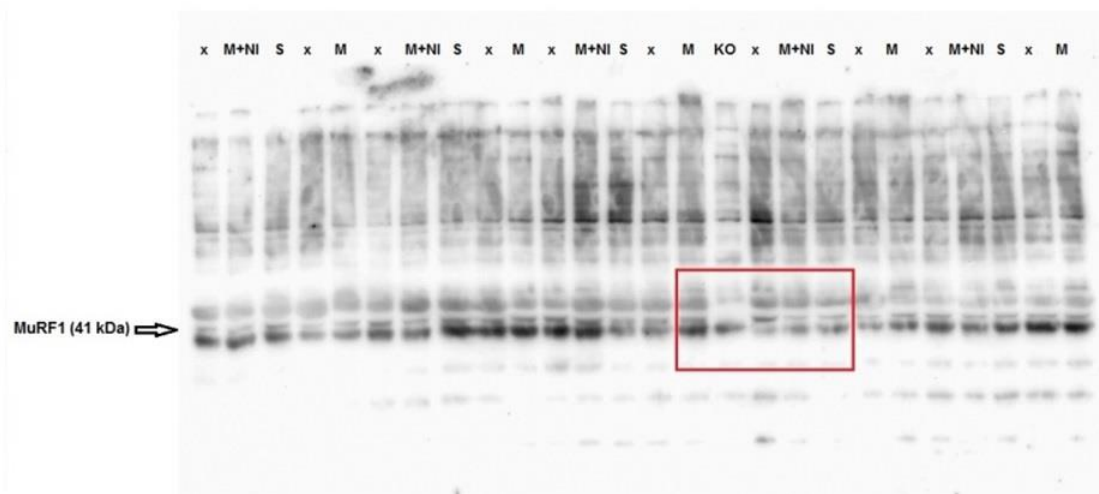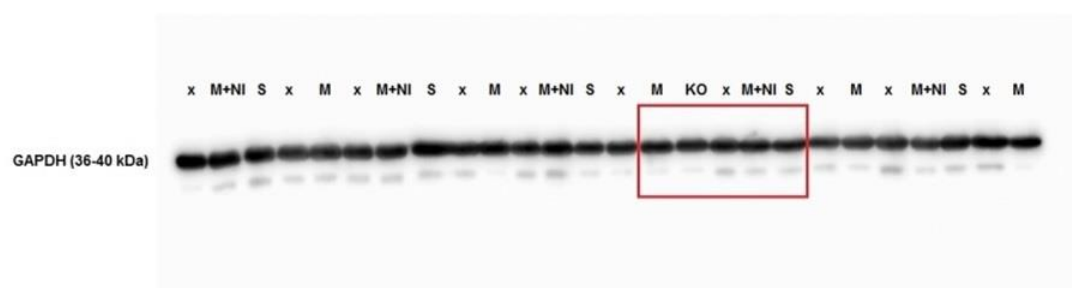

**B**

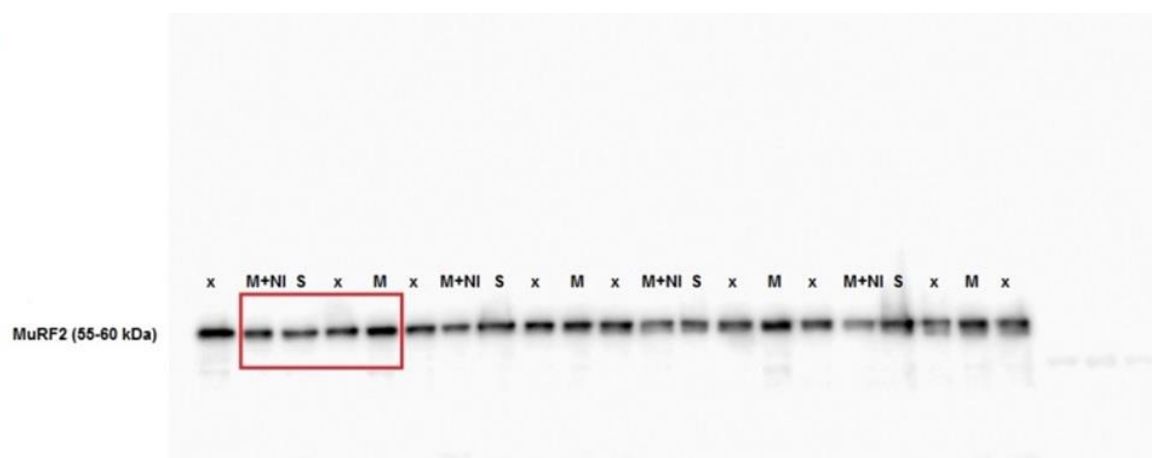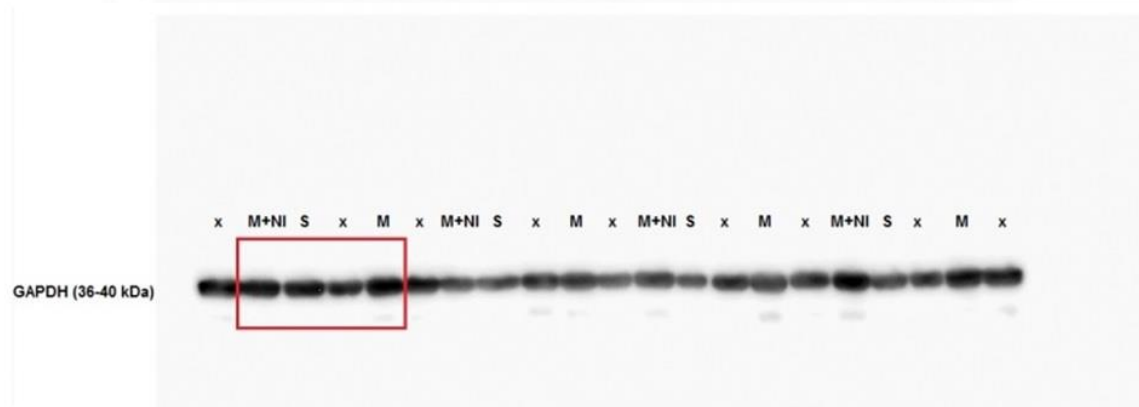

**Supplementary Fig. 3:**

A) Complete blot of MuRF1 and GAPDH on the same blot shown in figure 7A. The red boxes depict the area used in the cropped figure 7A. A MuRF1 knock-out (KO) sample was included to separate the MuRF1 bands from other bands due to nonspecific binding of the antibody. GAPDH was measured after MuRF1 incubation.

B) Complete blot of MuRF2 and GAPDH on the same blot shown in figure 7B. The red boxes depict the area used in the cropped figures in figure 7B. GAPDH was measured after MuRF2 incubation.

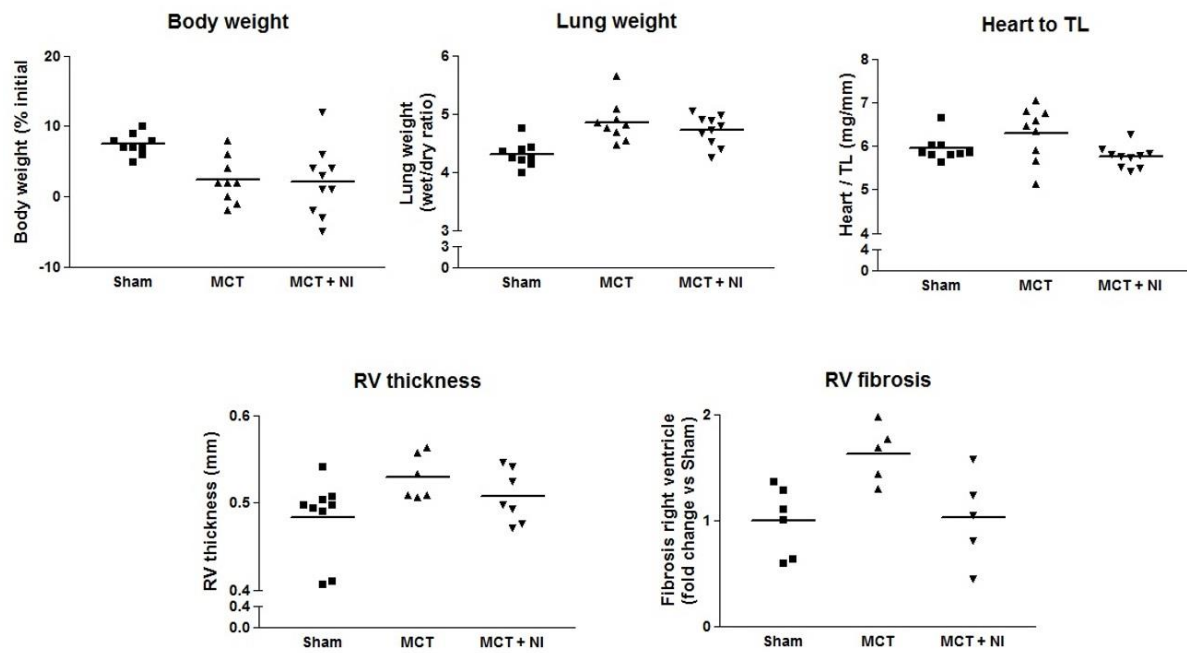

**Supplementary Fig. 4:** Scatterplots showing the variation of the physiological data depicted in figures 1 and 2 of the main manuscript.

**Supplementary datasets 1-4 are submitted separately:**

Supplementary dataset 1: GSEA Nutrition PAH RV MCT\_vs\_sham negative.xls

Supplementary dataset 2: GSEA Nutrition PAH RV MCT\_vs\_sham positive.xls

Supplementary dataset 3: GSEA Nutrition PAH RV MCT+NI\_vs\_MCT negative.xls

Supplementary dataset 4: GSEA Nutrition PAH RV MCT+NI\_vs\_MCT positive.xls

How the deposited data were processed for this re-analysis (not part of the article)

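The data were expression arrays of the right ventricle of 9 mice, 3 per group, each a separate animal. The authors processed the scans by RMA, as the methods state and the submitters' processing notes name without a version, and deposited log2 intensity values. The methods name the affyPLM library for this step and probe sets redefined by Entrez gene, but the deposited table carries the manufacturer's 35556 probe set numbers, so the values differ in their unit of summary from those the methods describe. Raw scans were not used here, so neither the background correction nor the redefinition of probe sets was repeated. The arrays were used as deposited, with no further normalization.

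Genes were named through the platform annotation, updated through Entrez numbers. Of the rows, 12457 had no gene in the annotation used, 1881 had several and 21218 had 1. Rows with no gene or with several were left out of the tests. A gene with several probe sets was represented by the brightest. This rule was chosen after the table had been opened, and its alternatives are among those added later.

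The comparisons were MCT against sham, MCT + NI against MCT and MCT + NI against sham mice. limma 3.58.1 in R 4.3.3 fitted 1 mean per group over all 9 mice with an intensity trend in the empirical Bayes step, and its p-values are two-sided. Counts are given at the methods' unadjusted thresholds of 0.05 and 0.01 and at a Benjamini-Hochberg adjusted p under 0.05. The paper's text names no adjustment. Simulated groups with no difference, and simulated MCT + NI mice with the means of the MCT mice, were compared with the number of genes that differed in both comparisons, 100 data sets each, because the same MCT arrays enter both. After the results were seen, the second simulation was also read for how many genes lie closer to sham with NI and how many pass in both comparisons with sham. The 3 MCT arrays could not be divided into parts of 2, and a division into 1 and 2 was not run.

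Gene lists were 41 lists of pathways and cell types and 2 large lists joined from them, fibrosis and extracellular matrix and energy metabolism and mitochondria. Of 948 symbols written, 869 were matched to a measured gene. The pathway databases that the methods name were not used here. Preranked gene set enrichment analysis (fgsea 1.28.0, 1000 permutations, genes ranked by limma's moderated statistic, as in the methods) gave the normalized enrichment scores, with p-values adjusted over the 43 lists of a comparison. It permutes genes and so takes them as independent. Each list was therefore also tested with camera, with its preset correlation of 0.01 and with a correlation estimated from the arrays, and with fry. Of the 43 lists, 25 passed the preranked test between MCT and sham mice, 25 between MCT + NI and MCT mice and 17 between MCT + NI and sham mice. With camera's preset correlation 25, 22 and 18 passed, with fry 21, 0 and 14, and with an estimated correlation 0 in each comparison, the smallest adjusted p being 0.113, 0.214 and 0.0938.

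The sample groups, the tests, the gene lists, the rule for the genes named and the first set of alternatives were fixed before the data were examined. The rule names, per comparison and direction, the 10 genes with the largest log2 fold change among those with an unadjusted p under 0.01, no overlap of the groups and a level at or above the median probe set, every gene the paper names from the arrays or measures otherwise, and up to 4 members per list with the smallest p. The values printed in Fig. 3B had been seen when the rule was written. Chosen after values had been seen were the mean of a gene's probe sets, the use of all rows, the atrial score (mean of the atrial markers) and the clock score (activators minus repressors of the circadian clock) as covariates, the fit without MCT mouse 644 and MCT + NI mouse 615, the weighting of genes by their spread, and the counting of how many of the 3 comparisons a list passes. Further fits were looked at while the final ones were being set up.

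The procedure was tested on simulated data for MCT against sham over 18820 genes. It recovered 14% of genes changed by 0.25 on the log2 scale, 56% at 0.5, 88% at 1 and 92% at 2, with 6.02% false calls among the calls. A list of 133 genes shifted by 0.3 scored 3.79. In the simulation a share of 0.6 of each MCT change remained with NI, so the differences between MCT + NI and MCT were smaller than these sizes. Of them 27% were recovered, all sizes together and whatever their direction, so this figure cannot be set beside those for MCT against sham.

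The deposited values contain many exact ties between arrays: 12042 of the 18820 genes have 1 value in at least 2 mice. In 383 genes the 3 sham mice share 1 value, in 568 the MCT mice and in 501 the MCT + NI mice, and over the 81 other sets of 3 mice the number ranged from 362 to 582. This check was made after the data were seen. The spread of single genes within a group can therefore be 0, and limma's standard errors use a spread shared across genes.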

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

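The tests with the atrial and clock scores, of the atrial markers by mouse and of the cardiomyocyte markers were chosen only after the results were seen, and the last one was extended after its value was known, also to MCT + NI against MCT mice. The lists named here are outside the fibrotic and energy pathways of the paper, passed the preranked enrichment test and had a median log2 difference of at least 0.5, a limit set after the list medians had been seen. Of the 29 lists outside those pathways, 13 passed between MCT and sham mice, 12 between MCT + NI and MCT mice and 10 between MCT + NI and sham mice, and with the limit 4, 0 and 5 remained.

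Atrial cardiomyocyte markers had a median of -1.52 in MCT against sham and -1.93 in MCT + NI against sham mice, and the mice of 1 group differed widely. Bmp10, an atrial growth factor, had log2 values of 10.95 to 12.00 in sham mice, 11.25 in MCT mouse 644 and 3.48 in mouse 640, and 8.60 in MCT + NI mouse 615 and 3.38 in mouse 619. Of 15 markers 10 were over 2-fold apart within the MCT mice with mouse 644 highest, which is consistent with unequal amounts of atrial tissue in the dissected samples. Lower atrial expression through MCT stays open too and cannot be told apart, because 1 MCT mouse lay within the range of the sham mice in the median of the list and the others below it. Kcna5 and Myh7b, also in the list and picked after their values were seen, were less than 2-fold apart within the MCT mice.

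With the atrial score as a covariate the energy list scored -3.10 in MCT against sham and 3.48 in MCT + NI against MCT mice. With the clock score it was at -2.88 and 3.58, so the list passed with either covariate. Other divisions of the same 6 mice into 3 and 3 reached scores of a size of 3.21 and 3.2. The size of the shift with the covariates is not given. These scores therefore do not decide whether unequal atrial tissue or a different time of collection accounts for either shift. A lower share of cardiomyocyte RNA may contribute in MCT mice: the cardiomyocyte markers had a median of -0.0388 (median absolute deviation 0.0695) against -0.0891 for the energy list. Markers of other cells had medians of -0.00267 (endothelium), 0.12 (fibroblasts) and 0.413 (smooth muscle), and this range of 0.415 was within the deviation of 0.763 in the endothelial list. In MCT + NI against MCT mice the cardiomyocyte markers had a median of 0.026 (median absolute deviation 0.0296) against 0.0728 for the energy list. They thus moved less than the energy list, and they passed the preranked test too. The deviation is a spread between genes and not between mice. It therefore does not decide whether part or all of that shift comes from a higher share of cardiomyocyte RNA. Effects of MCT and of NI on these genes stay open beside it. The MCT arrays shared by both comparisons could also give opposite shifts of a list, and list scores were not read in the simulations.

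The opposite direction of 182 of the 212 genes that differed in both comparisons was weighed against the MCT arrays that both share. For this, 100 simulated data sets were used in which MCT + NI mice have the means of MCT mice. In them 378 genes on average (median 215, highest 2557) passed in both with opposite directions. The shared arrays could therefore give the observed number with no effect of NI. The covariance of the log2 fold changes was -0.00357 (-0.0179 to 0.00163 when 1 mouse was left out), against -0.012 on average (lowest -0.0513) in the same simulation, whose data sets called more genes between MCT and sham mice (mean 5330) than the 3714 observed. Among 100 assignments of the 9 mice to 3 groups, 18, the real one included, shared at least 212 genes and the highest other 708. Other assignments thus reached the observed number, but they also mix sham with MCT mice. How that mixing changes the number was not tested, so they do not decide whether the overlap arose by chance. An effect of NI on part of these genes stays open, and the part due to sharing the 3 MCT arrays was not measured by splitting them.

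Between 6 mice only 10 splits into 3 and 3 exist, too few for a share under 0.05. For the number of genes at an unadjusted p under 0.05, the real split gave 3714, 545 and 3674 in MCT against sham, MCT + NI against MCT and MCT + NI against sham mice, and the highest other split 1116, 1204 and 1375, with 1, 8 and 1 splits at least as large as the real one. The split with 1204 set MCT mouse 640 and MCT + NI mice 615 and 619 against the other 3. For the size of the fibrosis score the values were 2.77, 2.23 and 2.76 against 2.68, 2.67 and 2.72 (1, 4 and 1 splits), and for that of the energy score 3.07, 3.52 and 1.47 against 3.21, 3.20 and 3.24 (2, 1 and 7 splits).

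Genes of the cell cycle had a median of 0.724 in MCT and 0.59 in MCT + NI mice relative to sham. Targets of p53 had medians of 0.791 and 0.639. Genes of the interferon response had medians of 0.577 and 0.663, with 0 of 28 passing after adjustment in limma (10 and 11 at an unadjusted p under 0.05). Genes of the circadian clock had a median of -0.561 in MCT + NI against sham mice, with 5 of 18 lower at an unadjusted p under 0.05 and 0 after adjustment in limma, and that list no longer passed when any mouse other than sham mouse 625 or MCT + NI mouse 617 was left out. The corresponding adjusted p-values with an estimated correlation were 0.116 and 0.146 for the cell cycle, 0.113 and 0.0938 for p53 targets, 0.474 and 0.538 for interferon, 0.556 for the clock, and 0.365 and 0.479 for the atrial markers.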

How the results depend on the processing

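Chosen only after the results were seen were the mean of a gene's probe sets, the use of all table entries, the atrial and clock scores as covariates, the fit without MCT mouse 644 and MCT + NI mouse 615, and the weighting of genes by their spread. No paired analysis was possible because the groups share no mouse number. With 3 arrays per group, many small differences of single genes are missed (14% of simulated changes of 0.25 on the log2 scale were recovered), and tied values limit the spread within groups. Where a value changed below, the cause was not tested.

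In limma 0 genes passed an adjusted p under 0.05 between MCT + NI and MCT mice in every fit, those without 1 mouse included. The 1179 genes between MCT and sham mice became 496 with the atrial score, and the 1179 between MCT + NI and sham mice 321 with it and 720 without MCT mouse 644 and MCT + NI mouse 615. With the atrial score the 3674 and 1828 genes of that comparison at an unadjusted p under 0.05 and 0.01 became 2390 and 1026. Between MCT + NI and MCT mice, 545 and 71 genes at these thresholds became 329 and 46 with only brighter probe sets. They became 1200 and 248 over all table entries and 851 and 157 with the clock score. The fits with only brighter probe sets and over all table entries test other numbers than the 18820 genes. Of these genes 10842 lay at or above the median level, and the table has 35556 rows. The 212 and 25 genes in both comparisons became 399 and 69 over all table entries, and the 25 became 38 with the clock score and 42 without the mice named. With arrays centred on their medians 65.3% of the 542 genes at an unadjusted p under 0.05 between MCT + NI and MCT mice were higher, against 55% of the 545, with 48.9% without the intensity trend and 47.5% (without MCT mouse 644) to 56.3% (without MCT mouse 641) when 1 mouse was left out.

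Leaving out 1 mouse gave 676 (without MCT mouse 640) to 1196 genes (without MCT + NI mouse 617) at an adjusted p under 0.05 between MCT and sham mice, with 767 without MCT mouse 641. Between MCT + NI and sham mice it gave 625 (without MCT + NI mouse 619) to 1183, with 682 without mouse 615. At an unadjusted p under 0.01 between MCT + NI and MCT mice it gave 67 (without sham mouse 625) to 120 (without mouse 615), with 108 without MCT mouse 641 and 119 without mouse 617, and in both comparisons 16 (without sham mouse 620) to 53 (without MCT mouse 641). The share of the MCT difference remaining with NI was 1.12, with a range of 0.949 (without MCT mouse 644) to 1.38 (without MCT mouse 640), 0.979 with genes divided by their spread and 0.995 without MCT mouse 644 and MCT + NI mouse 615, where the covariance of -0.00357 became -0.0141. Leaving out 1 mouse gave a covariance of -0.0179 to 0.00163, so its sign was not kept.

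The scores of the fibrosis and energy lists kept their side of the threshold in MCT against sham mice in each refit, as did the fibrosis list in MCT + NI against sham mice. In MCT + NI against MCT mice the energy list did too, and when 1 mouse was left out the fibrosis list ranged from -2.63 (without mouse 615) to -1.29 (without mouse 617, below the threshold), with -2.65 without MCT mouse 644 and MCT + NI mouse 615. In MCT + NI against sham mice the energy list passed in the first analysis, at -1.47 (adjusted p = 0.0364). It no longer passed without the intensity trend (-1.19) or with arrays centred on their medians (-1.32). Nor did it pass without MCT mouse 644 and MCT + NI mouse 615 (-1.07) or with the clock score (0.757). With the atrial score it still passed (-2.34). Leaving out 1 mouse gave -2.16 (without sham mouse 624) to -0.769 (without sham mouse 620). The energy list did not pass without mouse 620, 615 or 619. Its adjusted p was 0.14 in camera with the preset correlation, 0.929 with an estimated correlation and 0.629 in fry. With an estimated correlation the energy list had 0.281 in MCT against sham and 0.262 in MCT + NI against MCT mice (0.29 in fry). The fibrosis list had 0.116, 0.436 and 0.146 in MCT against sham, MCT + NI against MCT and MCT + NI against sham mice. In fry the same comparisons gave 0.00168, 0.629 and 0.0036. The atrial list in MCT against sham mice became 0.533 with the atrial score, which is built from it. In MCT + NI against MCT mice the integrins ranged from -2.09 (without mouse 615) to 0.958 (without mouse 617), and the lymphocyte markers from -1.13 (without mouse 619) to 2 (without mouse 615).

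Each other list was also counted by how many of the 3 comparisons it passed. A list is named where this number went from or to 0 or changed by more than 1.5 times, so a change between 2 and 3 is not given. With a correlation estimated from the arrays each list passed in 0, among them ATP synthase, PPAR-alpha targets, lymphocyte markers (T, NK and B cells), TGF-beta signalling, adipocyte markers, atrial cardiomyocyte markers, branched-chain amino acid catabolism, cardiomyocyte markers, cell cycle, circadian clock, collagens, cytosolic ribosome, endothelial cell markers, fatty acid oxidation, fibroblast and myofibroblast markers, glycolysis, hypoxia response, immediate early genes, inflammatory cytokines and NF-kB targets, integrins and focal adhesion, interferon response, macrophage and monocyte markers, matrix glycoproteins and proteoglycans, matrix remodelling enzymes, mitochondrial biogenesis regulators, mitochondrial ribosome, p53 targets, respiratory chain complex I, respiratory chain complexes II to IV, smooth muscle and pericyte markers, tricarboxylic acid cycle and ubiquitin ligases of muscle wasting. In fry the number was 2 instead of 0 for Schwann cell and neuronal markers and amino acid response, 0 instead of 1 for lymphocyte markers (T, NK and B cells), TGF-beta signalling, adipocyte markers, circadian clock, cytosolic ribosome and glycolysis, 2 instead of 1 for endothelial cell markers, 0 instead of 2 for ATP synthase, PPAR-alpha targets, atrial cardiomyocyte markers, immediate early genes, interferon response, mitochondrial ribosome, respiratory chain complex I and respiratory chain complexes II to IV, 1 instead of 2 for inflammatory cytokines and NF-kB targets, macrophage and monocyte markers, tricarboxylic acid cycle and ubiquitin ligases of muscle wasting, 1 instead of 3 for branched-chain amino acid catabolism and fatty acid oxidation. In camera with the preset correlation the number was 1 instead of 0 for heat shock and unfolded protein response, 0 instead of 1 for circadian clock and endothelial cell markers. With another random seed the number was 2 instead of 1 for lymphocyte markers (T, NK and B cells). Without the intensity trend the number was 0 instead of 1 for hypoxia response, 1 instead of 2 for ATP synthase, PPAR-alpha targets and mitochondrial biogenesis regulators. With only brighter probe sets the number was 0 instead of 1 for endothelial cell markers, 1 instead of 2 for immediate early genes, mitochondrial biogenesis regulators and ubiquitin ligases of muscle wasting. After quantile normalization the number was 1 instead of 0 for cardiac stress and fetal genes, 0 instead of 1 for adipocyte markers, 2 instead of 1 for lymphocyte markers (T, NK and B cells), 1 instead of 2 for PPAR-alpha targets, immediate early genes and ubiquitin ligases of muscle wasting. With arrays centred on their medians the number was 2 instead of 1 for cardiomyocyte markers, 1 instead of 2 for PPAR-alpha targets, mitochondrial biogenesis regulators and ubiquitin ligases of muscle wasting. With the mean of a gene's probe sets the number was 1 instead of 0 for cardiac stress and fetal genes, 0 instead of 1 for hypoxia response, 1 instead of 2 for PPAR-alpha targets and ubiquitin ligases of muscle wasting. With the atrial score the number was 1 instead of 0 for cardiac stress and fetal genes, 2 instead of 0 for Schwann cell and neuronal markers, 3 instead of 0 for epicardial and valve markers, 0 instead of 1 for lymphocyte markers (T, NK and B cells) and circadian clock, 2 instead of 1 for cardiomyocyte markers, cytosolic ribosome and hypoxia response, 0 instead of 2 for atrial cardiomyocyte markers, 1 instead of 2 for immediate early genes. With the clock score the number was 1 instead of 0 for heat shock and unfolded protein response and red blood cell markers, 0 instead of 1 for lymphocyte markers (T, NK and B cells), endothelial cell markers and hypoxia response. Without MCT mouse 644 and MCT + NI mouse 615 the number was 1 instead of 0 for red blood cell markers, 0 instead of 1 for TGF-beta signalling, adipocyte markers, circadian clock, cytosolic ribosome, endothelial cell markers and hypoxia response, 2 instead of 1 for glycolysis, 0 instead of 2 for PPAR-alpha targets and macrophage and monocyte markers, 1 instead of 2 for immediate early genes, mitochondrial biogenesis regulators and ubiquitin ligases of muscle wasting, 1 instead of 3 for fibroblast and myofibroblast markers. Leaving out each mouse in turn gave 0 to 1 for Schwann cell and neuronal markers, TGF-beta signalling, epicardial and valve markers, heat shock and unfolded protein response, hypoxia response, neutrophil and mast cell markers and red blood cell markers, 0 to 2 for lymphocyte markers (T, NK and B cells), adipocyte markers, cardiac stress and fetal genes, endothelial cell markers, glycolysis, immediate early genes, inflammatory cytokines and NF-kB targets, macrophage and monocyte markers and mitochondrial biogenesis regulators, 0 to 3 for PPAR-alpha targets and circadian clock, 1 to 2 for cardiomyocyte markers and cytosolic ribosome, 1 to 3 for ubiquitin ligases of muscle wasting.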

Differences from the paper's values

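Chosen only after the result was seen were the alternatives marked as added and the rule that a value read from a figure carries an error of at least its last digit. A value of Fig. 3B is said to differ where it lay further away than the SD of the mice or had another sign, however small. The paper's numbers of genes in both comparisons, 245 and 32, and the 212 and 25 found here were within a factor of 1.5.

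In the paper qRT-PCR of the mice, another assay on more mice, gave a 2.5-fold increase of Adamts1 in MCT mice, and the arrays 1.41-fold. For Tnf the paper gives 5.5-fold in MCT and 2.26-fold in MCT + NI mice, and the arrays 1.29-fold and 1.20-fold. No alternative brought these values together. The paper gives an increase of Vcan that was 80% lower with NI, and the arrays 46.7% (SD 25.5). Of the alternatives set before, the one without MCT + NI mouse 615 (55.1%) did not differ, and the others still did, as did those added except the clock score (57.5%).

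Log2 differences to sham mice that Fig. 3B prints and that differed under each alternative were those of Gm4907 in MCT + NI mice (about -0.0067 in Fig. 3B, read by eye, and 0.193 here), Nadk in MCT + NI mice (about 0.24 in Fig. 3B, read by eye, and 0.209 here), Smr2 in MCT mice (about 0.33 in Fig. 3B, read by eye, and 0.223 here), Tnnc1 in MCT mice (about 0.091 in Fig. 3B, read by eye, and 0.0523 here). The same held for Prdx2 in MCT mice (about -0.21 in Fig. 3B, read by eye, and -0.0412 here), Prdx2 in MCT + NI mice (about 0.015 in Fig. 3B, read by eye, and -0.0406 here) and Olfr147 in MCT mice (about -0.38 in Fig. 3B, read by eye, and -0.236 here).

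The next values differed in the first analysis but not under some alternatives, and differed under all others. Nadk in MCT mice (about 0.37 in Fig. 3B, read by eye, and 0.318 here) did not differ without sham mouse 620. Smr2 in MCT + NI mice (about 0.012 in Fig. 3B, read by eye, and -0.0186 here) did not differ without MCT + NI mouse 615, nor, added later, without MCT mouse 644 and MCT + NI mouse 615. Eef2 in MCT mice (about 0.093 in Fig. 3B, read by eye, and 0.0515 here) did not differ with quantile normalization. Eef2 in MCT + NI mice (about 0.01 in Fig. 3B, read by eye, and -0.0198 here) did not differ with quantile normalization, nor, added later, with the atrial score as a covariate. Pebp1 in MCT mice (about -0.12 in Fig. 3B, read by eye, and -0.0811 here) did not differ with arrays centred on their medians, without sham mouse 624, without sham mouse 625, without MCT mouse 641 and without MCT mouse 644, nor, added later, with the mean of a gene's probe sets, with the atrial score as a covariate and without MCT mouse 644 and MCT + NI mouse 615. Hibch in MCT + NI mice (about 0.047 in Fig. 3B, read by eye, and 0.0163 here) did not differ with arrays centred on their medians, without sham mouse 624, without MCT + NI mouse 615 and without MCT + NI mouse 619, nor, added later, with the clock score as a covariate and without MCT mouse 644 and MCT + NI mouse 615. Foxred1 in MCT + NI mice (about 0.034 in Fig. 3B, read by eye, and 0.000358 here) did not differ without sham mouse 625 and without MCT + NI mouse 619, nor, added later, with the atrial score as a covariate and with the clock score as a covariate. Ier3ip1 in MCT + NI mice (about 0.044 in Fig. 3B, read by eye, and -0.0477 here) did not differ without sham mouse 625. Ndufb2 in MCT + NI mice (about 0.03 in Fig. 3B, read by eye, and -0.00743 here) did not differ without MCT + NI mouse 615 and without MCT + NI mouse 617, nor, added later, without MCT mouse 644 and MCT + NI mouse 615. Hoxb13 in MCT + NI mice (about 0.02 in Fig. 3B, read by eye, and -0.0204 here) did not differ with quantile normalization, without sham mouse 625, without MCT + NI mouse 617 and without MCT + NI mouse 619. BC025920 in MCT + NI mice (about 0.014 in Fig. 3B, read by eye, and -0.00323 here) did not differ with quantile normalization, with arrays centred on their medians, without sham mouse 624 and without MCT + NI mouse 615, nor, added later, without MCT mouse 644 and MCT + NI mouse 615.

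In all, 18 of the 56 values of Fig. 3B for the 28 measured genes differed by this rule, 8 of them in sign. In MCT against sham mice all 28 had the sign of the figure, so the 8 were in MCT + NI against sham mice. Several of the 8 were near 0 and within the SD of the mice. Examples are Hoxb13 (0.02 and -0.0204, SD 0.119), Ndufb2 (0.03 and -0.00743, SD 0.07) and BC025920 (0.014 and -0.00323, SD 0.0454). Such cases do not show an opposite direction. The methods describe probe sets redefined by Entrez gene and the deposited table has those of the manufacturer, so that other probes enter some genes. For Prdx2 the 2 probe sets gave -0.0412 and -0.164 in MCT against sham mice, and for Eef2 0.0515 and -0.0849. Of the 28 genes, 13 did not pass an unadjusted p under 0.01 in both comparisons in limma. For COX-2 (Ptgs2) the paper reports a tendency to higher mRNA in MCT mice by qRT-PCR, while the arrays gave -0.71 on the log2 scale (adjusted p = 0.177 from limma).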

Other observations

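The lists and genes described here were picked from the fixed lists and the rule for named genes after their values were seen.

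The 3 largest rises in MCT mice were sought within the p, overlap and level limits of the rule for named genes. They were in genes the paper does not name and were close in size with NI. Prnd, which encodes the prion-like protein doppel, rose 21.0-fold in MCT and 20.8-fold in MCT + NI mice relative to sham (adjusted p = 2.73e-06 and 4.49e-06 from limma). Apln, the ligand of the apelin receptor, rose 12.9-fold and 14.0-fold, and Cdkn1a, the p53-induced inhibitor of cyclin-dependent kinases, 11.0-fold and 11.5-fold. Of 21 targets of p53, 14 rose in MCT mice and 14 in MCT + NI mice (16 and 15 when adjusted over the list alone), among them Eda2r (4.13-fold and 4.15-fold) and Phlda3 (2.94-fold and 2.93-fold). Of 26 cell cycle genes 16 and 13 rose, such as Top2a, a topoisomerase of dividing cells (3.70-fold and 3.27-fold), and the mitotic kinase Plk1 (2.41-fold and 2.24-fold). Of 20 smooth muscle and pericyte markers 11 rose in each group (adjusted p = 0.116 and 0.146 with an estimated correlation), with Mcam at 2.65-fold and 2.46-fold. Car4, a carbonic anhydrase of capillaries, fell by 2.02 on the log2 scale in MCT mice and by 2.19 in MCT + NI mice, and of 23 endothelial markers 7 rose and 3 fell in MCT mice and 10 rose and 4 fell in MCT + NI mice. That list did not pass in MCT mice (score 1.56, adjusted p = 0.0828) and passed in MCT + NI against sham mice (1.68, adjusted p = 0.0363, adjusted p = 0.538 with an estimated correlation), though not without sham mouse 620 or 624, MCT mouse 640 or MCT + NI mouse 615 (1.54 to 1.66).

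Genes of branched-chain amino acid catabolism were lower in MCT mice, with 8 of 22 passing (15 when adjusted over the list alone, adjusted p = 0.206 with an estimated correlation), among them Ppm1k, the phosphatase that activates the branched-chain ketoacid dehydrogenase (-27.3%, adjusted p = 0.00472). In MCT + NI against sham mice 3 of 22 were lower after adjustment and 11 at an unadjusted p under 0.05, the list passed (normalized enrichment score -2.17, adjusted p = 0.479 with an estimated correlation), and Ppm1k was at -28.4% (adjusted p = 0.00391 from limma). The list scored 2.35 in MCT + NI against MCT mice (adjusted p = 0.436 with an estimated correlation), with a median of 0.06, 5 of 22 higher at an unadjusted p under 0.05 and 0 after adjustment in limma. PPAR-alpha targets had a median of -0.22 in MCT mice, with 3 of 19 lower (adjusted p = 0.517 with an estimated correlation). Relative to the sham mean, their list median was -0.42 in sham mouse 624, below the 3 MCT mice (-0.36 to -0.10), and 0.20 and 0.08 in sham mice 620 and 625. The list did not pass without sham mouse 620 (-1.51) or 625 (-1.49) or MCT mouse 644 (-1.61), and scored -2.54 without sham mouse 624. Inflammatory cytokines and NF-kB targets were higher in 5 of 35 cases in MCT mice (normalized enrichment score 1.80, adjusted p = 0.255 with an estimated correlation) and scored -1.73 in MCT + NI against MCT mice (adjusted p = 0.503 with an estimated correlation, 0 of 35 past the adjusted threshold in limma and 2 at an unadjusted p under 0.05). In MCT against sham mice that list did not pass without sham mouse 620 (1.45) or MCT mouse 644 (1.60), and in MCT + NI against MCT mice without MCT + NI mouse 617 (-0.91) or MCT mouse 640 (-1.22) or 644 (-1.42).

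The interferon response varied between mice of 1 group. Its list median relative to sham was 1.20, -0.02 and 0.56 in MCT mice 640, 641 and 644 and 0.64, 0.23 and 1.24 in MCT + NI mice 615, 617 and 619. The clock list likewise was at -0.55, -0.18 and -0.62 in the MCT mice and at -0.74, 0.09 and -0.999 in the MCT + NI mice. In both lists mice 641 and 617 lay closest to sham within their groups.

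Genes that the paper measured by qRT-PCR or as protein were also on the arrays. Tnf had a log2 difference of 0.37 in MCT against sham mice (standard error 0.18, adjusted p = 0.317 from limma) and of -0.11 in MCT + NI against MCT mice (adjusted p = 1). Ptgs2, which encodes COX-2, was at -0.71 (standard error 0.27, adjusted p = 0.177) in MCT and at -0.94 (adjusted p = 0.0796) in MCT + NI mice relative to sham. Trim63 and Trim55, the genes of MuRF1 and MuRF2, which the paper measured as protein in skeletal muscle, had differences of -0.10 and -0.03 in the right ventricle of MCT mice (adjusted p = 0.478 and 0.765). Hprt, the reference gene of the qRT-PCR, differed by 0.05 in MCT and 0.07 in MCT + NI mice (adjusted p = 0.563 and 0.427).

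Over all genes, the share of the MCT difference that remained with NI was 1.12, between 0.949 (without MCT mouse 644) and 1.38 (without MCT mouse 640) when 1 mouse was left out. For the 1179 genes that passed between MCT and sham mice the median ratio was 0.951. In simulated data in which MCT + NI mice have the means of MCT mice it was 0.926 on average (0.7 to 1.12). Of the 1179 genes, 932 (79.1%) also passed between MCT + NI and sham mice. In that simulation the share was 74.3% on average (40% to 96.2%). Its data sets called 2500 genes on average (582 to 7190) between MCT and sham mice. In MCT + NI against MCT mice the largest differences within the p, overlap and level limits of the rule for named genes were small. Rnf125, a ubiquitin ligase, was 1.38-fold higher and Ccl19, a chemokine of lymphoid tissue, at -0.57 on the log2 scale (adjusted p = 1 for both).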
